# Organoid-Transplant Model Systems to Study the Effects of Obesity on the Pancreatic Carcinogenesis *in vivo*

**DOI:** 10.3389/fcell.2020.00308

**Published:** 2020-04-28

**Authors:** Francesca Lupo, Geny Piro, Lorena Torroni, Pietro Delfino, Rosalinda Trovato, Borislav Rusev, Alessandra Fiore, Dea Filippini, Francesco De Sanctis, Marcello Manfredi, Emilio Marengo, Rita Teresa Lawlor, Maurizio Martini, Giampaolo Tortora, Stefano Ugel, Vincenzo Corbo, Davide Melisi, Carmine Carbone

**Keywords:** obesity, organoid models, pancreatic cancer, carcinogenesis, adipokines

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is the third leading cause of cancer-related mortality among adults in developed countries. The discovery of the most common genetic alterations as well as the development of organoid models of pancreatic cancer have provided insight into the fundamental pathways driving tumor progression from a normal cell to non-invasive precursor lesion and finally to widely metastatic disease, offering new opportunities for identifying the key driver of cancer evolution. Obesity is one of the most serious public health challenges of the 21st century. Several epidemiological studies have shown the positive association between obesity and cancer-related morbidity/mortality, as well as poorer prognosis and treatment outcome. Despite strong evidence indicates a link between obesity and cancer incidence, the molecular basis of the initiating events remains largely elusive. This is mainly due to the lack of an accurate and reliable model of pancreatic carcinogenesis that mimics human obesity-associated PDAC, making data interpretation difficult and often confusing. Here we propose a feasible and manageable organoid-based preclinical tool to study the effects of obesity on pancreatic carcinogenesis. Therefore, we tracked the effects of obesity on the natural evolution of PDAC in a genetically defined transplantable model of the syngeneic murine pancreatic preneoplastic lesion (mP) and tumor (mT) derived-organoids that recapitulates the progression of human disease from early preinvasive lesions to metastatic disease. Our results suggest that organoid-derived transplant in obese mice represents a suitable system to study early steps of pancreatic carcinogenesis and supports the hypothesis that inflammation induced by obesity stimulates tumor progression and metastatization during pancreatic carcinogenesis.

## Introduction

Cancer and obesity are the two major epidemics of the 21st century (Kaidar-Person et al., 2011). Pancreatic ductal adenocarcinoma (PDAC) is the third leading cause of cancer-related mortality among adults in the developed countries, with a median survival of few months and a 5-year survival of less than 6%. It is projected to become the second cause of cancer death in Western societies within a decade (Siegel et al., 2019). PDAC is associated with several distinct precursor lesions that likely impact disease biology, efficacy of therapy, and prognosis. These lesions include pancreatic intraepithelial neoplasia (PanIN), intraductal papillary mucinous neoplasm (IPMN), and mucinous cystic neoplasm (MCN) (Castellano-Megias et al., 2014). The stepwise progression of microscopic PanIN lesions to invasive PDAC has been well characterized.

Organotypic cultures are a manageable tool to identify and interrogate pathways involved in pancreatic carcinogenesis (Froeling et al., 2010). We recently developed the method to establish and characterize organoids from mouse models of spontaneous pancreatic cancer (Ponz-Sarvise et al., 2015; Filippini et al., 2019).

These genetically engineered mouse models of PDAC were obtained through the Cre-Lox technology and the conditional activation of mutant endogenous alleles of the Kras (KC) (Hingorani et al., 2003) and Kras and Trp53 genes (KPC) (Hingorani et al., 2005) under the expression of the pancreas-specific Pdx-1 promoter.

Indeed, preclinical evidence indicated that a “sensitizer” background (specifically oncogenic Kras activation) is a necessary prerequisite when trying to identify factors (genetic or non-genetic) that accelerate progression of pancreatic cancer in mouse models (Perez-Mancera et al., 2012) where genes’ inactivation due to sleeping beauty transpositions was not sufficient to drive tumor formation in the absence of Kras activation. This reflects on the nearly universal Kras mutation in PDAC and the well-established consensus that oncogenic mutation of Kras is the initiating event in pancreatic carcinogenesis. Therefore, our intent has been to specifically evaluate whether or not diet-induced obesity was able to cooperate with oncogenic Kras (G12D mutation) to accelerate tumorigenesis and to promote tumor progression in our model and, consequently, if the model itself could be used as a biological source for the identification of biomarkers and determinants of disease progression.

Moreover, solid epidemiological evidence connects obesity with incidence, stage, and survival in PDAC. However, the underlying mechanistic basis linking obesity to PDAC pathogenesis and development remain largely elusive and a realistic comprehensive model of obesity and pancreatic carcinogenesis is still under construction (Larsson et al., 2007; Yuan et al., 2013; Himbert et al., 2017). The C57BL6 mouse, under specific stimulation (diet or genetic alteration), could recapitulate human metabolic unbalance that is observed in obesity, resulting in a useful well-characterized model system. Indeed, mice fed *ad libitum* with a high-fat diet (HFD) developed obesity, hyperinsulinemia, hyperglycemia, and hypertension, whereas no metabolic abnormality was observed when fed *ad libitum* with chow diet (Collins et al., 2004; Wang and Liao, 2012).

The most compelling preclinical evidence indicates that a HFD can accelerate pancreatic neoplasia in the conditional K-Ras^G12D^ (PDX1-CRE) mouse model (Dawson et al., 2013). A cross-talk between adipocytes, tumor-associated neutrophils, and pancreatic stellate cells has been described to promote desmoplasia, accelerate growth and impair delivery/efficacy of chemotherapeutics in models of established pancreatic cancer, with IL1β secreted by all these cells playing a major role in this cooperation (Incio et al., 2016). Peri-tumor adipocytes predict poor prognosis in multiple cancers (Hasebe et al., 2000; Yamaguchi et al., 2008), and promote proliferation and invasion of multiple types of cancer cells in *in vitro* and *in vivo* models (Tokuda et al., 2003; Zhang et al., 2009; Dirat et al., 2011; Nieman et al., 2011). Similar data support the role of steatosis in human tendency to PanIN, PDAC, and to more advanced disease (Mathur et al., 2009; Rebours et al., 2015), while human adipose tissue stem cells promote *in vitro* pancreatic cell proliferation and invasion (Ji et al., 2013). Finally, pancreatic adipocytes are associated with PDAC progression in murine models (Zyromski et al., 2009; Grippo et al., 2012; Meyer et al., 2016).

In a recent study, Sasaki et al. (2018) also showed that the reduction of apical extrusion was more evident when mice were fed an omega-6 fat diet such as soybean oil, compared to an omega-3 fat diet such as linseed oil. More importantly, in this study, data on higher inflammatory cytokines as well as macrophage infiltration in the first subgroup of mice, together with the evidence of an increased frequency of apical extrusion in HFD mice treated with aspirin, demonstrated a link between HFD and inflammation in pancreatic cancer. Indeed, inflammatory cytokines as well as macrophage infiltration, were higher in the first subgroup of mice, thus demonstrating a link between HFD and inflammation in pancreatic cancer, so far that aspirin treatment increased the frequency of apical extrusion in HFD mice (Sasaki et al., 2018).

We recently demonstrated that factors secreted by adipocytes induced epithelial-to-mesenchymal transition (EMT) and increased aggressiveness in two pancreatic cell transformation model system by orchestrating a complex paracrine signaling of soluble modulators of the non-canonical WNT signaling pathway that impinges upon activation and nuclear translocation of WNT receptor ROR2 (Carbone et al., 2018).

However, a comprehensive analysis aimed at directly identifying the paracrine molecular networks linking obesity to PDAC progression has not been performed yet.

In this study, we propose the use of organoid cultures generated from pancreas with different disease stages to study the effects of obesity on the pancreatic carcinogenesis. Therefore, we tracked the effects of obesity on the natural evolution of PDAC in a genetically defined transplantable model of syngeneic murine pancreatic preneoplastic (mP) and tumoural (mT) derived organoids that recapitulates the progression of the human disease from early preinvasive lesions to metastatic disease.

## Materials and Methods

### Organotypic Cultures

Detailed procedures to isolate preneoplastic and neoplastic pancreatic ducts have been described previously (Huch et al., 2013). Briefly, pre-neoplastic pancreatic ducts derived from *“Pdx1-Cre; Kras^+/LSL–G12D^* (KC)” (Hingorani et al., 2005), were manually picked after enzymatic digestion of the pancreas in DMEM medium containing 1% FBS (Gibco), 5 mg/ml Collagenase Type XI (Gibco) (digestion medium), 1 mg/mL Dispase II (Gibco); to establish primary tumor derived pancreatic organoids from tumor-bearing *Pdx1-Cre; Kras^+/LSL–G12D^; Trp53^+/LSL–R172H^* (KPC) mice (Hingorani et al., 2005), bulk tumor tissue was minced and digested in digestion medium for 2 h at 37°C with gentle rocking. Isolated material was incubated with TrypLE (Gibco) at 37°C for 10 min, embedded into growth factor-reduced Matrigel (Corning), and cultured in mouse complete medium [AdDMEM/F12 (Gibco) supplemented with 1% penicillin/streptomycin (Gibco), 1% GlutaMAX (Gibco), 10 mM HEPES (Gibco), B27 supplement (1X final) (Gibco), 1.25 mM N-Acetylcysteine (Sigma), 10% (v/v) Rspo1-conditioned media, 10 mM Nicotinamide (Sigma), 10 nM recombinant human-gastrin I (Tocris), 50 ng/ml recombinant mouse EGF (Gibco), 100 ng/ml recombinant human FGF10 (Peprotech), 0.5 μM A83-01 (Tocris), and 100 ng/ml recombinant human Noggin (Peprotech)].

To generate pancreatic tumor progression models, organoids were harvested from Matrigel using ice-cold Cell Recovery Solution (Corning) for 60 min, and then mechanically dissociated through fire-polished glass Pasteur pipettes. Before orthotopic transplantation, organoids (1 × 10^6^ cells/mouse) were resuspended in 50 μl/mice of a 2:3 dilution of Matrigel and cold 1X PBS (Gibco) (Boj et al., 2015).

### Obese Mice Models

Male C57BL/6 WT and leptin-deficient mice (C57BL/6J; ob/ob) were obtained from Charles River. Mice were at the age of 4 weeks divided in three groups fed with different chow (Brogaarden, Lynge, Denmark). A group receiving standard rodent chow, a group receiving a HFD with 60% of calories from fat, and a group receiving Low-Fat Diet (LFD) for 10 weeks (*n* = 20). All mice were housed and treated in accordance with the guidelines of the University of Verona Animal Ethic Committee.

### High-Resolution Ultrasound Imaging Acquisition and Analysis

Mice were anesthetized with 1.5–2% isoflurane in oxygen and restrained on a heated stage during imaging. Prewarmed ultrasound coupling gel (Aquasonic 100, Parker Laboratories, Inc., Fairfield, NJ, United States) was applied to the depilated skin before the imaging. Ultrasound imaging scan was performed using VisualSonics Vevo 2100 Ultrasound (VisualSonics Inc., Toronto, ON, Canada). 2D images of pancreas and neighbor anatomies were acquired using a linear-array transducer (MS-400) in B-mode with a 30-MHz center frequency that produces a 15-mm × 15-mm field of view at the 12-mm focal depth. The pancreas was manually delineated in parallel slices in the 3D serials. The areas of the outlined contours were summed and multiplied by the interslice distance to compute tumor volume. Exponential volume growth curves were fit by linear regression; coefficients of determination were computed to assess the goodness of fit of the exponential function using a GraphPad Prism 6 package (GraphPad, La Jolla, CA, United States).

### Histology

Tissues were fixed in 10% neutral buffered formalin and embedded in paraffin. Sections were subjected to H&E, Alcian Blue, Nuclear Fast Red, and Masson’s Trichrome staining as well as immunohistochemical staining. A pathologist who was blinded to all mice and organotypic information reviewed the H&E stained slides of the pancreatic tissue. The total number of PanIN lesions of different histologic grades (from low-grade to invasive carcinoma) in all pancreatic tissue slides of each case was counted according to Basturk et al. (2015).

When PanIN lesions of different grades were present in the same pancreatic duct, they were counted as separate PanIN lesions. Abrupt transition of highly atypical epithelial cells to the normal ductal epithelium was considered as cancerization of the ducts. The score was from precursor lesion of ducts to invasive carcinoma.

The following primary antibodies were used for immunohistochemical staining and established procedures: CD8 (14-0808-82, Thermo Scientific) 1:2000; Ly6G (ab25377 AbCam) 1:2000, CD11b (ab133357 AbCam) 1:4000; KI67 (9129 Cell Signaling) 1:4000.

### Multiplex Cytokines Profiling

Using Luminex XMAP multi-plexing technology (Bioplex 200, Bio-Rad s.r.l.), all plasma specimens were analyzed for TNFα, MIP1α, MIP1-β, MCP1, IL1b, IL-6, IL10, IL17, KC, and G-CSF. All Luminex assays were performed according to the instructions provided by the manufacturer (Bio-Rad Laboratories). Median fluorescence intensities were collected on a Luminex-200 instrument, using Bio-Plex Manager software version 6.2. Standard curves for each cytokine were generated using the premixed lyophilized standards provided in the kits. Cytokines concentrations in samples were determined from the standard curve using a 5-point regression.

### Flow Cytometry Analysis of Peripheral Blood and Tumor-Infiltrating Immune Cells

Circulating and tumor-infiltrating cells components were stained with antibody staining panels: a PBMC subset panel and a T cell subset panel. The PBMC subset panel antibody cocktail (CD3-PE CF594, CD4-FITC, CD8-PerCP Cy5.5, CD11b-AlexaFluor 700, Ly6G-APC, CD19-PE-Cy5, CD45-AmCyan, F4/80-FITC, DC-PE) was used to stain 100 μL whole blood in BD Trucount Tubes to determine numbers of various peripheral immune cell types.

### RNA-Sequencing (RNAseq)

Total RNA was isolated from pancreata tissue samples using the Trizol reagent (Invitrogen), following the manufacturer’s instructions. RNA was quantified using the NanoDrop (Thermo Scientific^TM^ NanoDrop 2000) and purity of samples was checked on 1% agarose gels for evaluating the 28S and 18S ribosomal RNA bands (28S/18S ratio). All samples with a ratio (28S/18S) of above 1.8 and an OD 260/280 ratio greater than 1.9 were sent to BGI Company in China for sequencing. RNA integrity number (RIN) was also measured on an Agilent Bio Analyzer 2100 system. Only RNA samples with a RIN > 7 were used for cDNA library construction. All cDNA libraries were sequenced using paired-end strategy (read length 150 bp) on an Illumina HiSeq 2000 platform. The raw RNA-Seq data were deposited and released in GEO Database (NCBI^1^).

Quality of raw reads was checked with FASTQC (Leggett et al., 2013). Transcripts were quantified with the alignment-free method implemented in Salmon 0.11.3 (Patro et al., 2017). Mouse genome and transcriptome from Gencode Release M18 (GRCm38.p6) were used. Quantified transcripts were imported to the statistical software R with the tximport package (Soneson 2015) and aggregated to the gene level using the option tx2gene. The matrix of gene counts was then converted to a DESeq data set with the function DESeqDataSetFromTximport function implemented in DEseq2 package version 1.22.2 (Love et al., 2014) and normalized using the rlog function. Differentially expressed genes were identified with the same package. Gene set variation analysis was performed on log2 normalized counts with the GSVA package 1.30.0 (Hanzelmann et al., 2013) using custom and MSigDB gene sets. Gene set enrichment analysis was performed with the fgsea package applying 10,000 permutations, Benjamini–Hochberg procedure for correcting *p*-values, and a *p*-value cut-off of 0.05. Heatmaps were generated either with the Bioconductor packages ComplexHeatmaps 1.20.0 or heatmap.

### Proteomic Analysis

#### Sera Sample Preparation

Twelve microliters of mouse sera were depleted of high abundant proteins using the Seppro Mouse spin column kit (Sigma-Aldrich Inc., St. Louis, MO, United States) following the manufacturer protocol. The method is used to bind mice Serum Albumin, IgG, Fibrinogen, Transferrin, IgM, Haptoglobin and alpha1-Antitrypsin and thus to increase the identification of low-abundant proteins. The sample was transferred into an Amicon Ultra-0.5 mL 3 kDa centrifugal filter (Millipore, Billerica, MA, United States) to collect the high molecular weight proteins. The sample was then subjected to denaturation with TFE, to reduction with DTT 200 mM, alkylation with IAM 200 mM and the complete protein trypsin digestion with 2 μg of Trypsin/Lys-C (Promega, Madison, WI, United States). The peptide digests were desalted on the Discovery < ^®^ DSC-18 solid phase extraction (SPE) 96-well Plate (25 mg/well) (Sigma-Aldrich Inc., St. Louis, MO, United States). After the desalting, the sample was vacuum evaporated and reconstituted with 20 μL of 0.05% formic acid in water.

#### LC-MS/MS Analyses

The sera proteins were analyzed with a micro-LC Eksigent Technologies (Eksigent Technologies, Dublin, CA, United States) system that included a micro LC200 Eksigent pump with flow module 5–50 μL, interfaced with a 5600+ TripleTOF system (Sciex, Concord, ON, Canada) equipped with DuoSpray Ion Source and CDS (Calibrant Delivery System). The stationary phase was a Halo C18 column (0.5 × 100 mm, 2.7 μm; Eksigent Technologies, Dublin, CA, United States). The mobile phase was a mixture of 0.1% (v/v) formic acid in water (A) and 0.1% (v/v) formic acid in acetonitrile (B), eluting at a flow-rate of 15.0 μL min^–1^ at an increasing concentration of solvent B from 2% to 40% in 30 min. The injection volume was 4.0 μL and the oven temperature was set at 40°C. For identification purposes the samples were subjected to a data dependent acquisition (DDA): the mass spectrometer analysis was performed using a mass range of 100–1500 Da (TOF scan with an accumulation time of 0.25 s), followed by a MS/MS product ion scan from 200 to 1250 Da (accumulation time of 5.0 ms) with the abundance threshold set at 30 cps (35 candidate ions can be monitored during every cycle). The ion source parameters in electrospray positive mode were set as follows: curtain gas (N2) at 25 psig, nebulizer gas GAS1 at 25 psig, and GAS2 at 20 psig, ionspray floating voltage (ISFV) at 5000 V, source temperature at 450°C and declustering potential at 25 V.

For the label-free quantification, the samples were subjected to cyclic data independent analysis (DIA) of the mass spectra, using a 25- Da window: the mass spectrometer was operated such that a 50-ms survey scan (TOF-MS) was performed and subsequent MS/MS experiments were performed on all precursors. These MS/MS experiments were performed in a cyclic manner using an accumulation time of 40 ms per 25-Da swath (36 swaths in total) for a total cycle time of 1.5408 s. The ions were fragmented for each MS/MS experiment in the collision cell using the rolling collision energy. The MS data were acquired with Analyst TF 1.7 (Sciex, Concord, ON, Canada). Two DDA and three DIA acquisitions were performed.

##### Protein Database Search

The DDA files were searched using Protein Pilot software v. 4.2 (Sciex, Concord, ON, Canada) and Mascot v. 2.4 (Matrix Science Inc., Boston, MA, United States). Trypsin as digestion enzyme was specified for both the software. For Mascot we used 2 missed cleavages, the instrument was set to ESI-QUAD-TOF and the following modifications were specified for the search: carbamidomethyl cysteine as fixed modification and oxidized methionine as variable modification. A search tolerance of 50 ppm was specified for the peptide mass tolerance, and 0.1 Da for the MS/MS tolerance. The charges of the peptides to search for were set to 2+, 3+, and 4+, and the search was set on monoisotopic mass.

The UniProt Swiss-Prot reviewed database containing mouse proteins (version 20july15, containing 23,304 sequence entries) was used and a target-decoy database search was performed. False Discovery Rate was fixed at 1%.

##### Protein Quantification

The quantification was performed by integrating the extracted ion chromatogram of all the unique ions for a given peptide. SwathXtend was employed to build an integrated assay library, built with the DDA acquisitions, using a protein FDR threshold of 1%. The quantification was carried out with PeakView 2.0 and MarkerView 1.2 (Sciex, Concord, ON, Canada). Six peptides per protein and six transitions per peptide were extracted from the SWATH files. Shared peptides were excluded as well as peptides with modifications. Peptides with FDR lower than 1.0% were exported in MarkerView for the *t*-test.

### Overall Survival Analysis

Survival analyses were performed using the computing environment R and the packages survival, for fitting the model, and survminer for plotting. Overall survival data were obtained from the link https://dcc.icgc.org/releases/current/Projects/PACA-AU. Median survival was estimated with the Kaplan-Meier method and the difference was tested using the log-rank (Mantel-Cox) test. For stratifying survival, gene expression data were divided into quartiles.

## Results

### *In vivo* Modeling of Organoid Transplant Systems Recapitulates Human Pancreatic Carcinogenesis

To generate diet-induced obesity (DIO), C57BL6/J mice were fed a LFD (*n* = 20) or HFD (*n* = 20). In addition, we used a genetic-induced-obesity (GIO) model of leptin deficiency (ob/ob) C57BL6/J mice fed with normal chow (*n* = 10). Mice were weighed and flanks measured weekly (Supplementary Figures 1A,B). After 10 weeks, the HFD mice reached the obesity rate (e.g., 1,5 the weight of lean mice), measured as gain in weight and flank length (Supplementary Figures 1C,D).

Using established procedure (Boj et al., 2015), we generated the mP and mT organoid cultures from the pancreatic tissue of KC (Kras^+/LSL–G12D^; PDX-1-Cre) and KPC (Kras^+/LSL–G12D^; Trp53^+/LSL–R172H^; Pdx1-Cre) (Hingorani et al., 2005) mice (*n* = 3), respectively.

We initially established the two organoid-transplant model systems, by orthotopically injecting preinvasive preneoplastic mP and neoplastic mT pancreatic organoid cultures in DIO and GIO models. Briefly, each mP and mT pancreatic organoid model was injected orthotopically in HFD (*n* = 10), LFD (*n* = 10), and ob/ob mice (*n* = 5). We and other groups have previously demonstrated that orthotopic transplants of mouse tumor organoids in syngeneic immunocompetent mice slowly progress from preinvasive lesions (PanIN-like lesions) to invasive carcinomas. The neoplastic progression was associated with the expansion of myeloid cells, particularly of granulocytes, and accumulation of M2 macrophages, which inversely correlated with CD8+ cell infiltration (Filippini et al., 2019).

Two weeks after orthotopic organoids injections mice were analyzed by high-resolution ultrasound capture system to monitor the engraftment incidence rate as the presence of detectable mass at the pancreas and the growth of mP and mT organoid–derived cells.

As expected, in lean mice the engraftment rate of mT was higher compared to mP models according to the more aggressive behavior of mT organoids. Ultrasound imaging analysis showed that obesity positively increased the engraftment rate of both mP and mT organoids–derived cells (Figure 1A), and in particular was able to increase the engraftment rate of the preinvasive mP organoid model.

**FIGURE 1:**
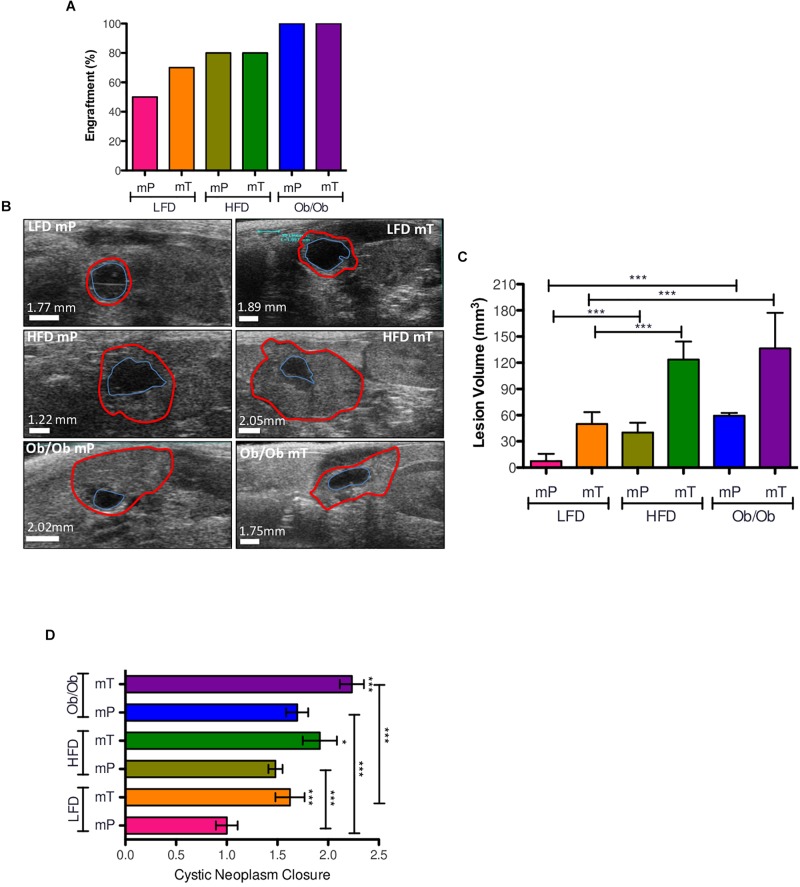
Effect of obesity on organoid-transplant models engraftment and growth. **(A)** Obesity accelerated the engraftment rate of preinvasive preneoplastic (mP) and neoplastic (mT) organoid models. Engraftment rate was represented as percentage of mice with pancreatic cysts respect to all mice of each group. **(B)** Ultrasound imaging of pancreatic cysts; the volume was reports as the increase of external epithelium (red line). **(C)** Volume analysis of pancreatic cysts. Data of each group were reported as mean and 95%CI; **(D)** cystic neoplasm closure. All the measures were taken with ultrasound technology (VEVO 2100). *, *p* < 0.05; ***, *p* < 0.001; by two-tailed unpaired Student’s *t*-tests. The borders distance of each cyst was measured with ImageJ software; Red line, external epithelium; Blue line, internal epithelium.

The natural evolution of *in vivo* transplanted organoid model was from a small solid lesion to an invasive carcinoma through a cystic structure recognizable as a spherical black region with distinct borders. To demonstrate that obesity affected this model of evolution we analyzed the growth and progression of our mP and mT organoid models in both DIO and GIO mice models by ultrasound imaging system.

As expected, obesity significantly promoted the growth of both precancerous mP and cancerous mT organoid models (Figures 1B,C and Supplementary Figure 2A) with an increase of cystic neoplasms closure in comparison to lean mice (Figure 1D).

These data suggested that obesity increased the engraftment rate and growth of both mP and mT organoid models of pancreatic carcinogenesis.

To evaluate the effects of obesity on pancreatic carcinogenesis, we performed histological analysis of both mP and mT pancreatic-derived tissues.

In particular, time-course analysis of both mP and mT pancreatic-derived tissues revealed that both GIO and DIO promoted pancreatic cancer progression displaying a significant difference in time of progression. While at 21 days from organoid injection mP showed low or no dysplastic events in ductal epithelial cells, the mT model showed an increased dysplasia with several PanIN low-grade lesions in HFD and ob/ob mice compared to LFD mice (Figures 2A,B). At 35 days, histopathological analysis of obese mice showed an increase in cancer progression of both mP and mT lesions, measured as the difference in the number and quality of PanIN lesions compared to lean mice. This is particularly evident for GIO and DIO mT models that showed an increase of invasive carcinoma compared to the lean mice models (Figures 2C,D) as well as a regulation of two pancreatic carcinoigenesis MUC5AC and MUC6 (Supplementary Figure 3).

**FIGURE 2:**
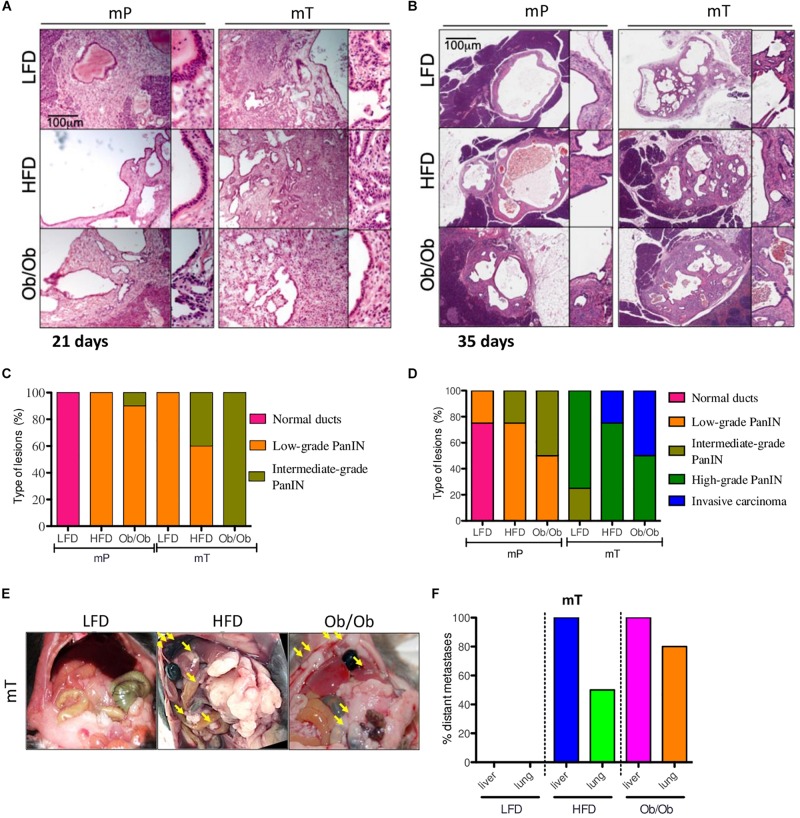
Obesity accelerated the carcinogenesis and growth of both mP and mT pancreatic organoid models. Representative micrographs of pancreatic cysts of ob/ob, HFD and LFD mice bearing mP and mT organoid models. Hematoxylin & eosin staining, original magnifications: 100x and 200x, scale bar 100 μm; The H&E stained slides of the pancreatic tissue excised **(A)** at 21 days and **(B)** 35 days. Each lesion was reviewed by a pathologist and a score of progression assigned (normal stratification of ducts; to invasive carcinoma **(C,D)**; **(E)** Representative images of peritoneal metastasis in the mT organoid bearing mice (groups: mT_LFD = 3; mT_HFD = 3; mT_ob/ob = 2); **(F)** Quantification of retro-peritoneal metastasis in the mT organoid bearing mice (groups: mT_LFD = 3; mT_HFD = 3; mT_ob/ob = 2). Data are shown as the percentage of mice with metastases in the indicated site. The picture reported the percentage of mice presenting with at least one metastasis in indicated organs.

Similar to previous studies (Incio et al., 2016; Sasaki et al., 2018), in comparison to lean mice, mT models in obese mice presented high metastatic dissemination to distant sites (Figures 2E,F and Supplementary Figure 2B), while no metastases were evident at 2 months in mice transplanted with preneoplastic organoids. However, we limited the study at mT models metastatization time-point, thus we cannot exclude a later metastatic onset for mP organoids in GIO and DIO models.

Overall, our mouse models confirmed that obesity not only promoted engraftment incidence rate and growth of both preneoplastic and neoplastic organoid models but also affected the pancreatic cancer progression measured as lesion growth, PanIN evolution and distant metastases dissemination. This model well fit with the human PDAC pathology, with a high number of obese patients presenting with metastasis and more aggressive PDAC at the diagnosis (Yuan et al., 2013; Abbruzzese et al., 2018).

### Obesity Induced a Change of Circulating Proinflammatory Signature and a Re-modulation of the Pancreatic Tissue Immune Infiltrate

Obesity is characterized by alterations in immune and inflammatory functions. In order to evaluate the potential role of cytokines expression in obesity-associated immunity, we analyzed immune cell composition in blood and tissue as well as circulating inflammatory cytokines profile of both mP and mT transplant models in DIO mice 35 days after orthotopic injection.

The cytofluorimetric analysis demonstrated that obesity affected both the total number and relative composition of myeloid and lymphoid components in the peripheral blood samples of our models.

In detail, we found that CD11b^+^-expressing cells expanded significantly in peripheral blood samples of DIO mice of both mT and mP *in vivo* models. Organoids transplant models of obese mice compared to lean mice showed a statistically significant increase of CD11b^+^Ly6G^+^ (polymorphonuclear cells, PMN) with a concomitant reduction of CD11b^+^CD11c^+^ (dendritic cells, DC), CD3^+^ (T lymphocytes) and CD19^+^ (B lymphocytes) circulating cells (Figure 3A).

**FIGURE 3:**
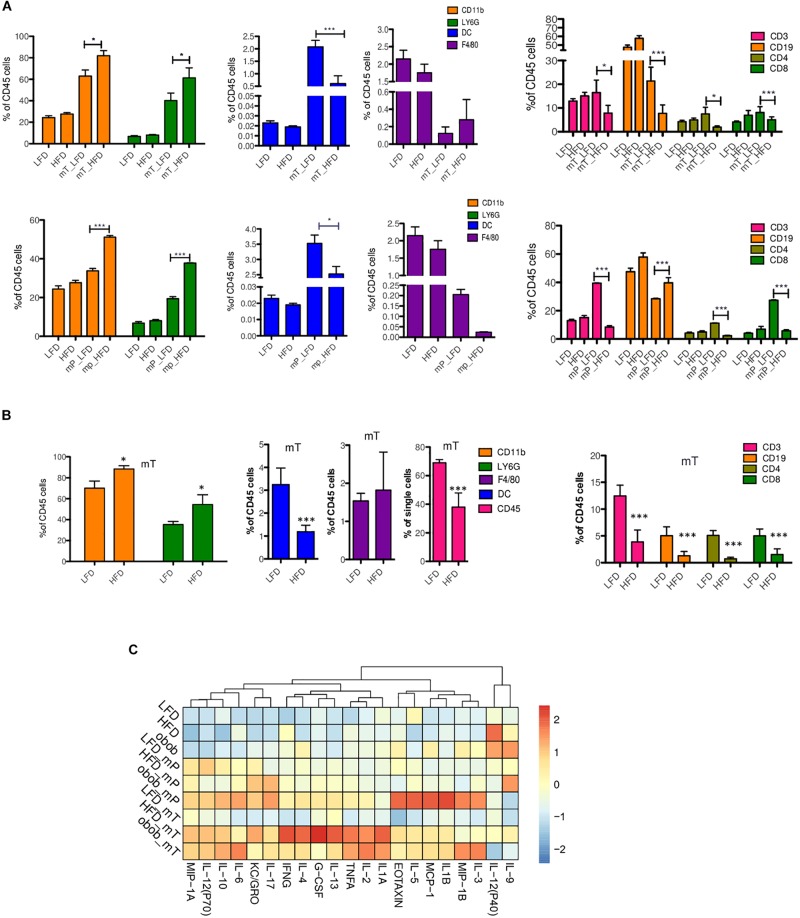
Immune and cytokine profiles of organoid-transplant model systems. Cytofluorimetric analysis for immune cells in **(A)** peripheral blood of mP and mT organoids model bearing-mice and **(B)** in the resected pancreata of mT organoids model bearing-mice. The data were shown as a percentage relative to the CD45^+^ cell population. Three independent experiments are shown; **(C)** Multiplex analysis of proinflammatory circulating factors. Plasma from peripheral blood was collected from each group of mice (*n* = 3) before and after (LFD *n* = 3, HFD *n* = 3, Ob/Ob *n* = 2) (35 days) mP and mT organoid injections. Concentrations of proinflammatory cytokines were analyzed using Luminex technology. Concentrations of cytokines (pg/mL) were calculated. The values for each cytokine (chemokine was reported as fold increase of each protein respect to expression value of mP LFD model as control. The mean values and standard deviation are shown. ***, *p* < 0.001; *, *p* < 0.05 by two-tailed unpaired Student’s *t*-tests.

To confirm that the presence of adipose tissue altered the dynamics of immune infiltration in our models, we analyzed the pancreata of mT models. In the pancreatic tissue from mT-LFD models, CD45^+^ cells represented the 69,25 ± 1,62% of total cells whereas a decrease was observed in obese models (38,76% ± 19,6%). As expected, the nature of mT neoplastic tissue infiltrating cells was different in obese compared to lean mice model reflecting the reduction of inflammatory anti-tumor cell subsets. Indeed, pancreatic tissue of mT obese models showed a reduction of both T lymphocyte and DC cells compared to lean mice (Figure 3B). The high percentage of infiltrating T lymphocytes, in particular of CD8^+^ T cells, has been associated to an increase of PDAC patients overall survival (Balachandran et al., 2017). Therefore, we sought to assess the degree of infiltrating lymphocytes in our DIO models of pancreatic carcinogenesis and found a statistically significant reduction of infiltrating CD3-and CD8- expressing cells, and a trend toward the reduction of CD4^+^ T cells in HFD compared to LFD models (Figure 3B).

Overall, these results suggest that pancreatic obesity-induced carcinogenesis is associated to accumulation of a myeloid infiltrate, with granulocytes becoming prominent in preinvasive lesions of obese models compared to lean models, while T cells are excluded as tumor progresses. These changes in immune infiltration of the tumor were associated to specific changes in circulating cytokines/chemokines, with an increased level of G-CSF and a subset of anti-inflammatory Th2 cytokine (IL-6 and IL-10) in pancreatic lesions of obese models compared to lean models (Figure 3C). Interestingly, we also found an increase of circulating levels of IL-17 in obese compared to lean mice models (Figure 3C). Previous studies have demonstrated that IL-17 produced by infiltrating immune cells is necessary for initiation and progression of PanIN (McAllister et al., 2014) and that IL-10 secreted by γδ Treg cells diminished the cytotoxic activity of CD8^+^ T cells and NK cells, resulting in tumor growth (Seo et al., 1998).

We also evaluated the Th1, Th2, and Th17 cytokines expression profile in our models (Figure 3C). We found a slight increase of tumor initiating cytokines such as TNFα, IL-17, and IL-13 in mP obese models, while a statistically significant increase in the more aggressive mT obese models. Furthermore, the cytokines related to tumor growth, EMT, metastasis and drug resistance, such as IL-1B, IL-2, Il-4, IL-6, IL-10, IL-17, KC (GRO), were mainly expressed in mT obese models.

Immunohistochemical staining of Ki67^+^ cell growth marker, demonstrated that obesity increased the proliferation of both mP and mT organoid-derived cells. Moreover IHC analysis of pancreata from mP and mT obese models confirmed the increase of a protumoral immune cell composition with an expansion of LY6G^+^-MDSC cells in the pancreatic tissue of obese respect to lean models, and a concomitant statistically significant reduction of CD8+ infiltrating cells (Figure 4).

**FIGURE 4:**
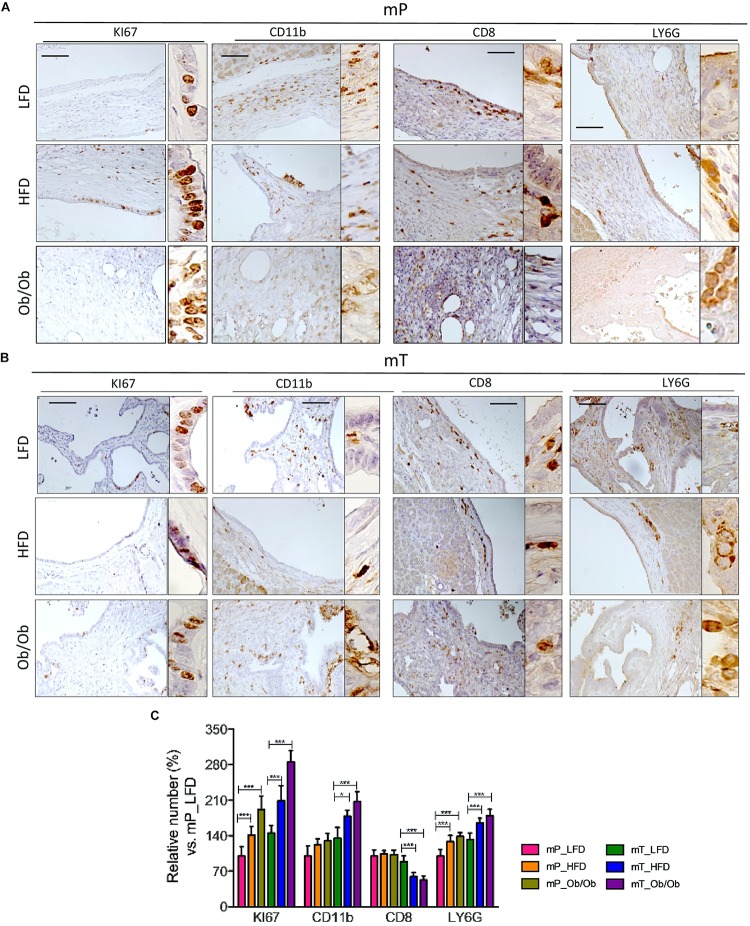
Obesity affected the immune infiltrate in organoid –transplant systems. Representative immunohistochemical staining for Ki67, CD11b, CD8, and LY6G positive cells in tissues from mice bearing **(A)** mP and **(B)** mT organoid-derived cells. Scale bars, 100 μm. The experiment was performed in three model of each group. **(C)** Quantification of paraffin-embedded tumor sections stained immunohistochemically with antibodies against Ki67, CD11b, CD8, and LY6G. Number of positive cells were from ten different area with pancreatic lesions. The mean values and standard deviation are shown. ***, *p* < 0.001; *, *p* < 0.05 by two-tailed unpaired Student’s *t*-tests.

Taken together these data confirmed that obesity accelerates infiltration of immunosuppressive environment mimicking human pancreatic carcinogenesis.

### Obesity Sustains a Specific Transcriptional Profile During Pancreatic Carcinogenesis

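The RNA-Seq data come from pancreas tissue of 8 male mice, 3 on LFD, 3 on HFD and 2 ob/ob mice, which lack leptin and were fed normal chow. LFD and HFD were given for 10 weeks from the age of 4 weeks, and 60% of the calories of the HFD came from fat. The sample labels name the tissue as pancreas and do not mention the organoid transplant, which the legend of Figure 5 gives for the same 8 mice. The authors quantified transcripts of Gencode M18 with Salmon, summarized them per gene with tximport and transformed the counts with the rlog function of DESeq2. The rlog transformation puts the counts on the log2 scale, corrects for library size and shrinks the differences between samples for genes with few reads. The deposited values cover 15047 gene symbols, after a filter that the text of the paper does not describe. They ranged from 0.466 to 24.3, and the median of each mouse lay between 7.09 and 7.25. Counts were not used here, so the sequencing depth of each mouse is unknown and the only error that can be given is the spread between mice. The correlation of the rlog values between pairs of mice was between 0.884 and 0.982 (Pearson r, across genes, which are not independent replicates), and no pair of mice held identical values. All mice showed the male pattern stated in the labels, with the Y-linked gene Ddx3y between 9.04 and 9.83 and Xist between 1.20 and 2.38. On the linear scale, 26 genes of digestive enzymes and other acinar products made up 60.3%, 61.2% and 62.5% of the summed values in LFD replicates 1 to 3. The same share was 59.6%, 40.2% and 21.1% in HFD replicates 1 to 3, and 56.9% and 23.7% in ob/ob replicates 1 and 2. Neither the labels nor the text of the paper name a sequencing batch, so no comparison within batches was made. Differences between groups were tested on the rlog values with limma, in 1 model with a mean for each of the 3 groups and an empirical Bayes variance that follows the mean of the gene, and p-values were adjusted with the Benjamini-Hochberg method. In limma, obese mice are the mean of the HFD and the ob/ob group, so that each model has the same weight, whereas scores of gene lists are compared between the 5 obese and the 3 LFD mice. Gene lists of immune cells, subtypes and pathways were written by hand from knowledge of published signatures, and the custom and MSigDB gene sets of the paper were not used here.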

To better understand the effect of adipose tissue on pancreatic carcinogenesis, we performed a comparison between transcriptomes of GIO, DIO, and lean mT mice; the same analysis has not been performed on samples derived from mP models, because of the small amount of mP LFD derived tissue (as shown in Figure 1C).

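The principal components were computed on the 500 genes with the highest variance across the 8 mice, after centring each gene and without scaling. The first component held 73.7% of the variance and the second 13.9%. With all genes, the setting that moved the first component most, its share was 59.7%. LFD replicates 1 to 3 had first component coordinates of -22.4, -19.0 and -26.3. The HFD mice spread from -18.4 (replicate 1) over 11.7 (replicate 2) to 52.2 (replicate 3), and the ob/ob mice lay at -6.37 (replicate 1) and 28.6 (replicate 2). The Euclidean distance between pairs of LFD mice over the 500 genes was 17.1 on average (15.5 to 18.9, 3 pairs), whereas it was 54.9 between pairs of HFD mice (37.8 to 73.8, 3 pairs) and 45.2 between the 2 ob/ob mice. Among the 56 ways to choose 3 of the 8 mice, the LFD mice had the smallest mean distance (one-sided exact permutation test, p = 0.0179, the smallest p that 56 choices allow). The next smallest mean distance was 19.0 and the mean over all choices was 42.1. HFD replicate 1 was closer to the LFD mice, with a mean distance of 20.2, than to the other HFD mice, with 55.8. The first component followed the mean rlog value of the 26 acinar genes across the 8 mice, with Pearson r = -0.978 (permutation p = 0.000397, adjusted p = 0.00116 over 7 relations) and Spearman rho = -0.905 (permutation p = 0.00456, adjusted p = 0.00798). Without the 2 mice farthest from the median of the acinar value, r was -0.963.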

RNA-seq based Principal Component Analysis (PCA) showed that only LFD mice cluster homogeneously, whereas both HFD and ob/ob display a heterogeneous profile (Figure 5A). In addition, we found clusters of genes differentially expressed in LFD compared to both ob/ob and HFD and HFD compared to ob/ob (Figure 5B).

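None of the 15047 genes had an adjusted p-value under 0.05 in the 3 comparisons with limma. The paper identified its genes with DESeq2, another test, so these counts do not repeat its test. The smallest adjusted p-value was 0.0864 for HFD against LFD, 0.135 for ob/ob against LFD and 0.883 for ob/ob against HFD. Before adjustment, 2985 genes had a p-value under 0.05 between HFD and LFD (1728 higher and 1257 lower in HFD), 2831 between ob/ob and LFD (1751 higher and 1080 lower in ob/ob) and 588 between ob/ob and HFD (343 higher and 245 lower in ob/ob), where 752 are given by chance. With each mouse centred on its median, 1490 genes were higher and 1588 lower in HFD than in LFD, and 1511 were higher and 1377 lower in ob/ob than in LFD. The count that moved most was that of HFD against LFD, in which 6656 genes had an adjusted p-value under 0.05 once limma estimated a weight for each mouse. For the 30 genes drawn for each comparison in Figure 5B, the log2 difference was between 1.22 and 3.30 in size for HFD against LFD, with adjusted p-values from 0.0864 to 0.179, and between 1.52 and 3.10 for ob/ob against LFD, with adjusted p-values from 0.135 to 0.174. The differences of the 30 genes drawn for ob/ob against HFD were between 0.81 and 2.39 in size, with adjusted p-values from 0.883 to 1. Adjusted over the 30 drawn genes alone, 30 had a p-value under 0.05 in each comparison, but they are the paper's own selection from the same mice. Between HFD and LFD, Tdh (chromosome 14 of GRCm38, 63492347 to 63509092, Gencode M21) had an rlog value of 3.04 ± 0.64 (SD, n = 3) in HFD and 6.34 ± 0.68 (SD, n = 3) in LFD, a log2 difference of -3.30 (standard error 0.48, adjusted p = 0.15 with limma). Dbp (chromosome 7, 45705088 to 45710203) fell by 2.21 and Cyp2e1 (chromosome 7, 140763739 to 140774987) fell by 2.03, whereas Acsbg1 (chromosome 9, 54604877 to 54661870) was higher in HFD by 2.97. The neighbouring calprotectin genes S100a8 and S100a9 (chromosome 3, 90668978 to 90670035 and 90692632 to 90695721) were higher in HFD by 2.65 and 2.52. Between ob/ob and LFD, Cyp2e1 had an rlog value of 3.94 ± 0.55 (SD, n = 2) in ob/ob and 7.04 ± 0.47 (SD, n = 3) in LFD, a log2 difference of -3.10 (standard error 0.37, adjusted p = 0.135 with limma). Per2 (chromosome 1, 91415982 to 91459324) fell by 1.80, while Col11a1 (chromosome 3, 114030540 to 114220718), S100a4 (chromosome 3, 90603771 to 90606045) and A2m (chromosome 6, 121635376 to 121679227) were higher in ob/ob by 2.83, 2.81 and 2.69. Dbp and Per2 belong to a list of 12 clock output genes whose mean rlog value was 7.54 ± 0.05 (SD, n = 3) in LFD, 6.47 ± 0.15 (SD, n = 3) in HFD and 6.93 ± 0.17 (SD, n = 2) in ob/ob. Between ob/ob and HFD, Tnr (chromosome 1, 159523769 to 159931729), Scg2 (chromosome 1, 79434669 to 79440120) and Iapp (chromosome 6, 142298423 to 142303961) were higher in ob/ob by 2.27, 2.06 and 1.98. Adgrg7 (chromosome 16, 56724609 to 56795855), Car2 (chromosome 3, 14886273 to 14900770) and Ltf (chromosome 9, 111019271 to 111042767) fell by 2.39, 1.97 and 1.87. Scg2 and Iapp belong to a list of 25 islet genes, of which 23 were higher in ob/ob than in HFD. For each of the genes named here the mice of the groups compared did not overlap. Across all genes this held for 25.15% between HFD and LFD, where chance gives 10%, for 45.88% between ob/ob and LFD, where chance gives 20%, and for 13.33% between ob/ob and HFD, where chance gives 20%. The deviations of HFD and ob/ob mice from their group means correlated with r = 0.592 and 0.303 for the 2 pairs with the same replicate number, which are different animals (mean r = 0.447), and with r = 0.44 for HFD replicate 3 and ob/ob replicate 2, which have different numbers. As the deviations of the 2 ob/ob mice mirror each other, these pairs are not independent and do not show that the numbers pair the mice. With the replicate number as a block, 467 genes had an unadjusted p-value under 0.05 between ob/ob and HFD and 0 had an adjusted p-value under 0.05.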

**FIGURE 5:**
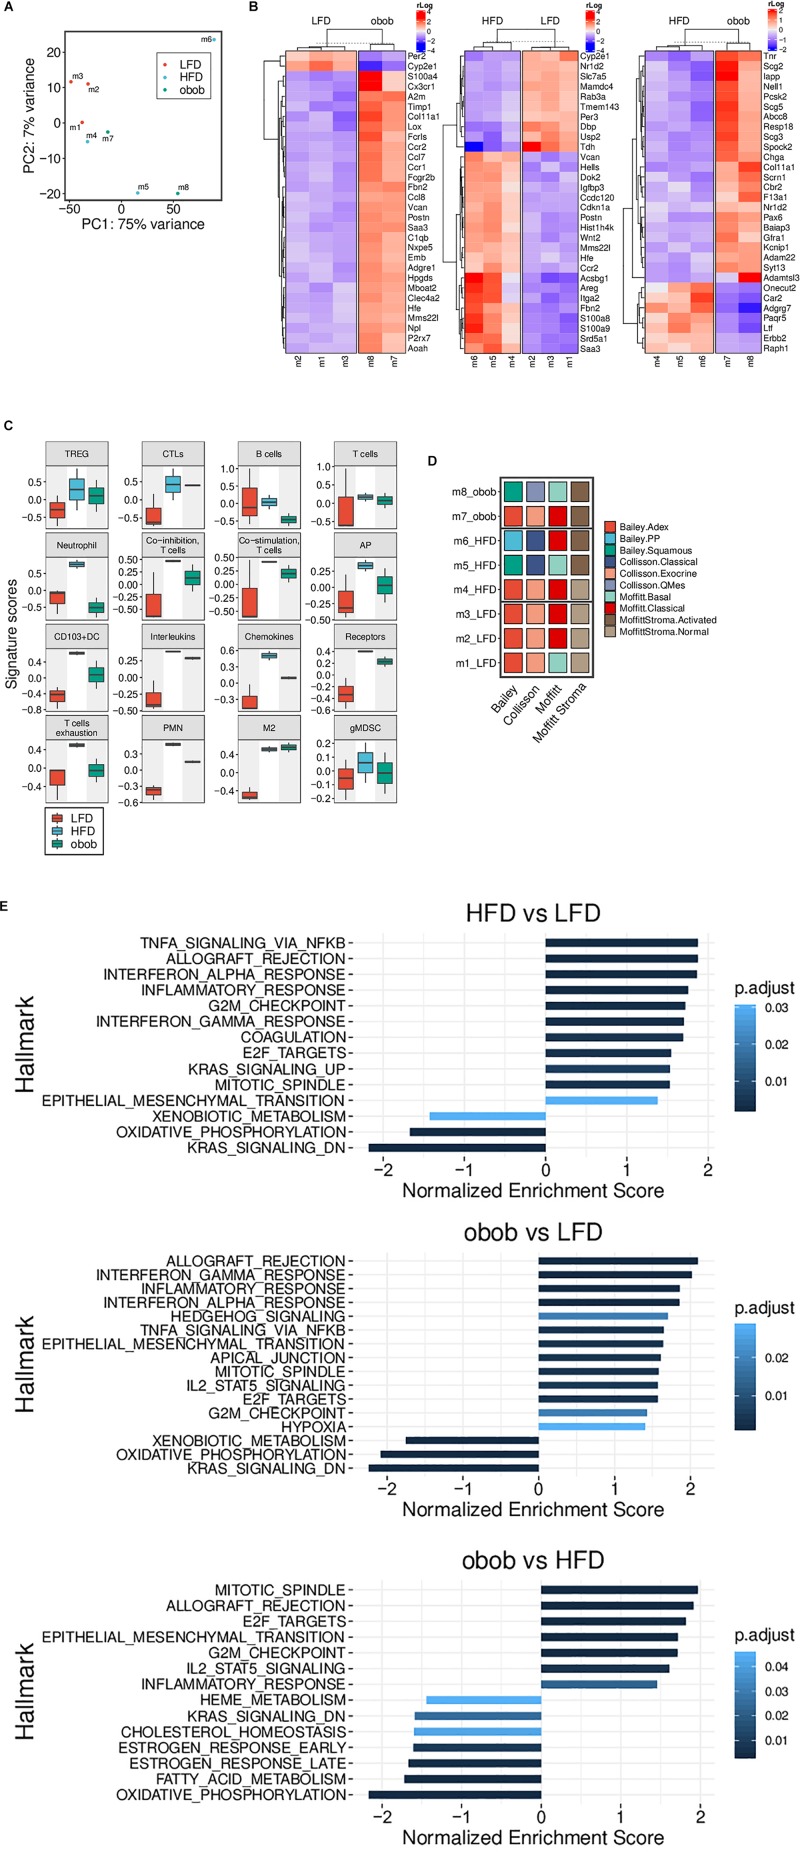
Obesity-induced carcinogenesis and progression of mT organoids models are associated with changes of gene expression profile. **(A)** RNA-Seq based PCA showing a homogeneous cluster of LFD mice, while HFD and ob/ob ones display a more heterogeneous profile. **(B)** Heatmap of the differentially expressed genes from mT of obese and lean mice. Top 30 genes with an adjusted *p*-value < 0.05 are reported. **(C)** Boxplots showing the RNA-Seq based GSVA scores of different custom gene sets (LFD, *n* = 3, HFD, *n* = 3, ob/ob *n* = 2). **(D)** The panel represents the RNA-Seq based subtyping for each individual mT mice of the three groups. A sample was assigned to a Bailey, Collisson or Moffitt (Stroma subtypes separated) subtype when its GSVA score was highest within that subtype group. LFD mice are clearly more homogenous than HFD and ob/ob. **(E)** Results of the pre-ranked GSEA applied to the results of the differential gene expression between the three pairs indicated. Only gene sets with an adjusted *p*-value < 0.05 are displayed.

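Of the genes of interleukins 1 alpha, 1 beta, 6 and 10, each had a higher mean rlog value in the obese mice than in LFD. Il1a (chromosome 2 of GRCm38, 129299610 to 129309972, Gencode M21) had an rlog value of 4.75 ± 0.53 (SD, n = 3) in LFD, 6.70 ± 1.06 (SD, n = 3) in HFD and 5.89 ± 0.56 (SD, n = 2) in ob/ob. Its log2 difference between obese and LFD mice was 1.55 (standard error 0.48), with an adjusted p-value of 0.125 over all genes and of 0.0149 over the 4 interleukins with limma. Il1b (chromosome 2, 129364570 to 129371139) was at 6.88 ± 0.64 in LFD, 8.83 ± 0.89 in HFD and 8.03 ± 0.10 in ob/ob. The difference in Il1b was 1.55 (standard error 0.41), with adjusted p-values of 0.108 over all genes and 0.0149 over the 4 with limma. Il6 (chromosome 5, 30013114 to 30019981) was at 2.78 ± 0.29 in LFD, 3.67 ± 0.67 in HFD and 4.26 ± 0.46 in ob/ob, a difference of 1.18 (standard error 0.35, adjusted p = 0.118 over all genes and 0.0149 over the 4 with limma). Il10 (chromosome 1, 131019845 to 131024974) was at 1.08 ± 0.05 in LFD, 1.67 ± 0.23 in HFD and 1.70 ± 0.42 in ob/ob, a difference of 0.61 (standard error 0.22, adjusted p = 0.151 over all genes and 0.0245 over the 4 with limma). The 4 interleukins are genes the paper names as increased in the same mice, so the adjustment over them alone shows no stability. Every one of the 5 obese mice was above every LFD mouse for Il1a, Il1b and Il10, and 4 of 5 were for Il6. Il6 and Il10 lie far below the median rlog value of all genes, 7.18, where rlog shrinks differences most. The SD of Il10 in LFD, 0.05, may therefore understate the spread between these mice. Il4 was not analysed here. With the acinar genes as a covariate, 0 of the 4 interleukins had an adjusted p-value under 0.05 over the list. The score of a list of 16 interleukin genes, computed with GSVA, was -0.398 ± 0.0210 (SD, n = 3) in LFD, 0.282 ± 0.306 (SD, n = 3) in HFD and 0.360 ± 0.140 (SD, n = 2) in ob/ob. All 5 obese mice were above all LFD mice (two-sided exact permutation test of 5 mice against 3, p = 0.0357, the smallest p that this design allows). Of 16 immune lists, 15 had a higher mean GSVA score in obese mice, 5 had this smallest p, and 0 had an adjusted p-value under 0.05 over the 16 lists, the smallest being 0.104. The number of lists with an unadjusted p-value under 0.05 moved most with single-sample GSEA in place of GSVA, to 7.

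**Figure D1:**
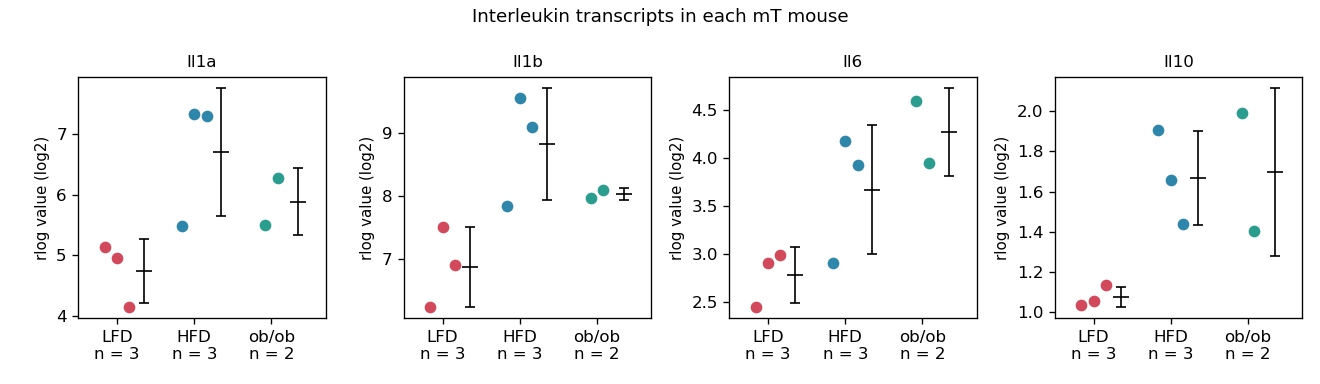
Expression (rlog, log2 scale) of Il1a, Il1b, Il6 and Il10 in the pancreas of each LFD (n = 3), HFD (n = 3) and ob/ob (n = 2) mouse, with each point a mouse and the bars showing the mean and the SD of the group. Each panel has its own axis range, and the means of HFD and ob/ob mice lie above those of LFD mice in each, by least for Il10, which has the lowest values.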

In particular, Gene Set Variation Analysis (GSVA) (Figure 5C) confirmed an increase of expression of genes related to immune-tolerance or immune suppression, such as IL-1A and B, IL-4, IL-6, and IL-10 (confirmed also by luminex assay, Figure 3C), in mT from obese models compared to lean mT mice models.

Indeed, mT organoids from obese compared to lean models, showed an up-regulation of M2 and MDSC related genes that could support growth and progression; these data are supported by the cytofluorimetric analysis performed on both peripheral blood and tumor tissue, IHC and Luminex assay.

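The list of M2 macrophage genes (20 genes) had a GSVA score of -0.497 ± 0.228 (SD, n = 3) in LFD, 0.315 ± 0.214 (SD, n = 3) in HFD and 0.488 ± 0.0228 (SD, n = 2) in ob/ob. The mean rlog value of the same genes was 6.75 ± 0.22 in LFD, 7.50 ± 0.27 in HFD and 7.80 ± 0.42 in ob/ob. The list of granulocytic MDSC genes (18 genes) had a score of -0.465 ± 0.135 in LFD, 0.327 ± 0.489 in HFD and 0.313 ± 0.192 in ob/ob, and a mean rlog value of 6.28 ± 0.16, 7.50 ± 0.61 and 7.35 ± 0.34. HFD replicate 1 had the lowest MDSC score of the obese mice, -0.237, and the highest score among LFD mice was -0.315. The difference between obese and LFD mice was 0.881 for the M2 list and 0.786 for the MDSC list, and for both all 5 obese mice were above all LFD mice (two-sided exact permutation test, p = 0.0357 for each, adjusted p = 0.104 over 16 lists). The polymorphonuclear list (16 genes) and the neutrophil list (10 genes), which share genes such as S100a8 with the MDSC list, differed by 0.882 and 1.01 with the same exact p-values. The lists of B and T lymphocytes differed by -0.0982 (exact p = 0.893) and 0.232 (exact p = 0.643), and LFD replicate 2 had the highest score of all mice for both, 0.872 and 0.903. Without LFD replicate 2 the differences were 0.437 and 0.922. On leaving out each mouse in turn they went from -0.378 to 0.437 for B and from -0.168 to 0.922 for T lymphocytes. The direction changed with the processing for both, to 0.226 for B lymphocytes over genes with a mean rlog value of at least 5 and to -117 for T lymphocytes with single-sample GSEA, whose scores are on another scale.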

In order to explain the contribution of obesity in pancreatic carcinogenesis, we categorized mT derived tumors according to different available classification for pancreatic cancer (Waddell et al., 2015; Bailey et al., 2016; Collisson et al., 2019) and stroma (Moffitt et al., 2015; Ohlund et al., 2017; Whittle and Hingorani, 2019). As shown in Figure 5D, the mT from LFD displayed a less aggressive behavior and a “normal” stroma, whereas both HFD and ob/ob groups have a heterogeneous distribution among the various subtypes and they are able to induce stromal activation, suggesting a role for obesity in this process. Furthermore, Gene Set Enrichment Analysis (GSEA) of mT from GIO and DIO mice showed a significant up-regulation of the NFkB, TNF-alpha and epithelial to mesenchymal transition (EMT) pathways and confirmed the up-regulation of cytokine signaling pathways compared to lean models (Figure 5E). In addition, mT from obese mice showed up-regulation of basement membranes cell adhesion, proliferation, migration, angiogenesis and tissue morphogenesis maintenance pathways and a down regulation of KRAS activated genes and oxidative phosphorylation pathway.

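Each mouse was assigned to the subtype with the highest GSVA score within each classification, over lists of the Collisson and Moffitt classes and of the Moffitt stroma. The Bailey classes were not used here. All 3 LFD mice were of the exocrine class of Collisson, as were HFD replicate 1 and ob/ob replicate 1. HFD replicates 2 and 3 were classical and ob/ob replicate 2 was quasi-mesenchymal. HFD replicate 2 had a score only 0.00800 higher for the classical than for the next class. In the Moffitt tumor classes, LFD replicate 1, HFD replicate 2 and ob/ob replicate 2 were basal-like and the other 5 mice classical. The stroma of all 3 LFD mice and of HFD replicate 1 was normal, and that of HFD replicates 2 and 3 and of both ob/ob mice was activated. In ob/ob replicate 1 the activated score exceeded the normal score by 0.0498, and in the other 3 mice with activated stroma by 0.578 to 0.986. The activated stroma score of HFD replicate 1 was -0.232, whereas the other 4 obese mice had scores between 0.347 and 0.577. A GSVA score ranks the genes of a mouse against the other mice, so a highest score can be negative, such as the -0.231 of LFD replicate 3 for normal stroma. With single-sample GSEA, which ranks genes within each mouse, all 8 mice were exocrine, Moffitt classical and of activated stroma. From the normal stroma of LFD and the activated stroma of HFD and ob/ob mice, the paper proposes a role for obesity in the activation of the stroma.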

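Pre-ranked GSEA was computed with fgsea (10000 permutations) over 11 lists, on all genes ranked by the limma statistic. The TNF-alpha and NFkB list (49 genes) had a normalized enrichment score (NES) of 2.40 for HFD against LFD (adjusted p = 0.000315) and of 2.30 for ob/ob against LFD (adjusted p = 0.000411). The EMT list (47 genes) had a NES of 2.90 and 3.16, and the list of cytokine signaling (85 genes) a NES of 2.58 and 2.31, with the same 2 adjusted p-values. Between HFD and LFD, 46 of the 49 TNF-alpha and NFkB genes and 46 of the 47 EMT genes were higher in HFD. Between ob/ob and LFD, 42 and 47 were higher in ob/ob. Per mouse, the mean rlog value of the TNF-alpha and NFkB list was 6.19 ± 0.25 (SD, n = 3) in LFD, 6.99 ± 0.65 (SD, n = 3) in HFD and 6.89 ± 0.37 (SD, n = 2) in ob/ob. That of the EMT list was 8.11 ± 0.23, 9.32 ± 0.64 and 9.63 ± 0.60. The largest difference of a TNF-alpha and NFkB gene was that of Il1a in HFD, 1.95 (standard error 0.53), and of Ccl2 in ob/ob, 1.87. In the EMT list, Fbn2 had the largest difference in HFD, 2.38, and Timp1 in ob/ob, 2.59. The permutations of fgsea exchange genes and not mice, and do not take into account that the genes of a list vary together. With camera, which does (inter-gene correlation 0.581 for the TNF-alpha and NFkB list and 0.627 for the EMT list), 0 of the 11 lists had a p-value under 0.05, before or after adjustment, with adjusted p-values of 0.394 for both lists between HFD and LFD, and 0.51 and 0.469 between ob/ob and LFD. For HFD against LFD 9 of the 11 lists passed with fgsea, and 22 of 36 groupings of the mice in which same-numbered mice stay in different groups gave at least as many. With the acinar genes as a covariate, the TNF-alpha and NFkB list had a NES of 1.37 between ob/ob and LFD (adjusted p = 0.11) and of 2.17 between HFD and LFD (adjusted p = 0.000488), and the EMT list had a NES of 2.81 (adjusted p = 0.000563) and 2.94 (adjusted p = 0.000488). Between ob/ob and HFD, the EMT list had a NES of 1.92 (adjusted p = 0.00274), and 2.23 (adjusted p = 0.000939) with the replicate number as a block. The cytokine list had a NES of -1.42 (adjusted p = 0.058) in this comparison, and -1.63 (adjusted p = 0.0043) with the block.

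**Figure D2:**
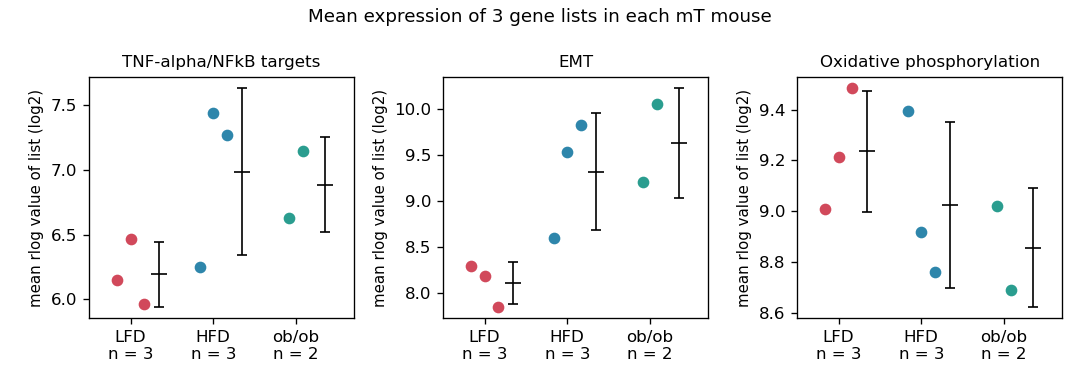
Mean expression (rlog, log2 scale) of the genes of the TNF-alpha and NFkB, EMT and oxidative phosphorylation lists in each LFD (n = 3), HFD (n = 3) and ob/ob (n = 2) mouse, with each point a mouse and the bars showing the mean and the SD of the group. The group means of the oxidative phosphorylation list go from 9.24 in LFD to 9.02 in HFD and 8.86 in ob/ob, and those of the other lists are higher in HFD and ob/ob than in LFD.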

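The list of basement membrane genes (23 genes) had a NES of 1.94 for HFD against LFD (adjusted p = 0.00148) and of 1.77 for ob/ob against LFD (adjusted p = 0.00602). With the acinar genes as a covariate, it had a NES of 1.40 (adjusted p = 0.112) and 1.05 (adjusted p = 0.54). The integrin list (26 genes) had a NES of 2.13 and 2.00, and the proliferation list (42 genes) of 2.81 and 2.79, with an adjusted p-value under 0.05 in each, and all 42 proliferation genes were higher in both obese groups. The mean rlog value of the proliferation list was 5.77 ± 0.23 (SD, n = 3) in LFD, 6.98 ± 0.83 (SD, n = 3) in HFD and 7.27 ± 0.65 (SD, n = 2) in ob/ob, and Cenpf had the largest difference in both, 1.97 and 2.60. The angiogenesis list (22 genes) was higher in both obese groups, but had a NES of 1.34 (adjusted p = 0.111) and 1.24 (adjusted p = 0.183). For oxidative phosphorylation (81 genes) the NES was -2.26 in HFD (adjusted p = 0.000452) and -2.95 in ob/ob (adjusted p = 0.000662), and 69 and 76 of the 81 genes were lower than in LFD. The median log2 difference of these genes was -0.22 in HFD and -0.37 in ob/ob, whereas Cox7a1 was higher by 1.75 in HFD. With the acinar covariate the NES of this list between HFD and LFD changed sign, to 0.93. Between ob/ob and LFD it stayed between -2.88 and -1.68 over the 6 alternative fits with a NES that leave out no mouse of the groups compared. Over the same fits the integrin list had a NES of 1.86 to 2.28 in HFD and 1.87 to 2.18 in ob/ob. The proliferation list had 2.51 to 2.97 and 2.66 to 2.98. With camera, the adjusted p-values of these 5 lists were between 0.394 and 0.639 for both comparisons. Between ob/ob and HFD, the oxidative phosphorylation list had a NES of -2.44 (adjusted p = 0.00274) and the proliferation list of 1.66 (adjusted p = 0.0235), and -2.43 and 2.34 with the replicate number as a block.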

Altogether, these data support the previously shown IHC and cytofluorimetric analysis and point out a role for obesity in neoplastic expansion, progression and metastatization as indicated by the up-regulation of pathways related to these processes; it is still unclear if this ability is due to a direct influence of adipose tissue on tumor intrinsic signaling pathways or to the activation of inflammatory processes that leads to the establishment of an immunosuppressive environment which promotes tumor progression.

### Analysis of Circulating Factors During Obesity–Induced Pancreatic Carcinogenesis

To demonstrate that the proposed organoid model systems are an accurate and precise model of pancreatic carcinogenesis, we analyzed circulating proteins into the plasma of our organoids model systems. We successfully characterized differential proteomic profiles of plasma from DIO, GIO and LFD mP and mT tumor-bearing mice. A total of 290 proteins were quantified in all the samples. The proteomic analysis confirmed an increase of obesity, metabolism and inflammatory activated pathways in obese respect to the lean models, as well as several differentially regulated proteins involved in pancreatic carcinogenesis. In particular, we identified 36 and 40 circulating proteins that were differentially expressed (fold change >1.5 and *p*-value < 0.05) by mP an mT obese models, respectively (Figures 6A,B and Supplementary Table 1). Several of these proteins are already described to be involved in PDAC raising our organoid-transplant model systems as highly significant biologic models for the rapid and precise reproduction of pancreatic carcinogenesis.

**FIGURE 6:**
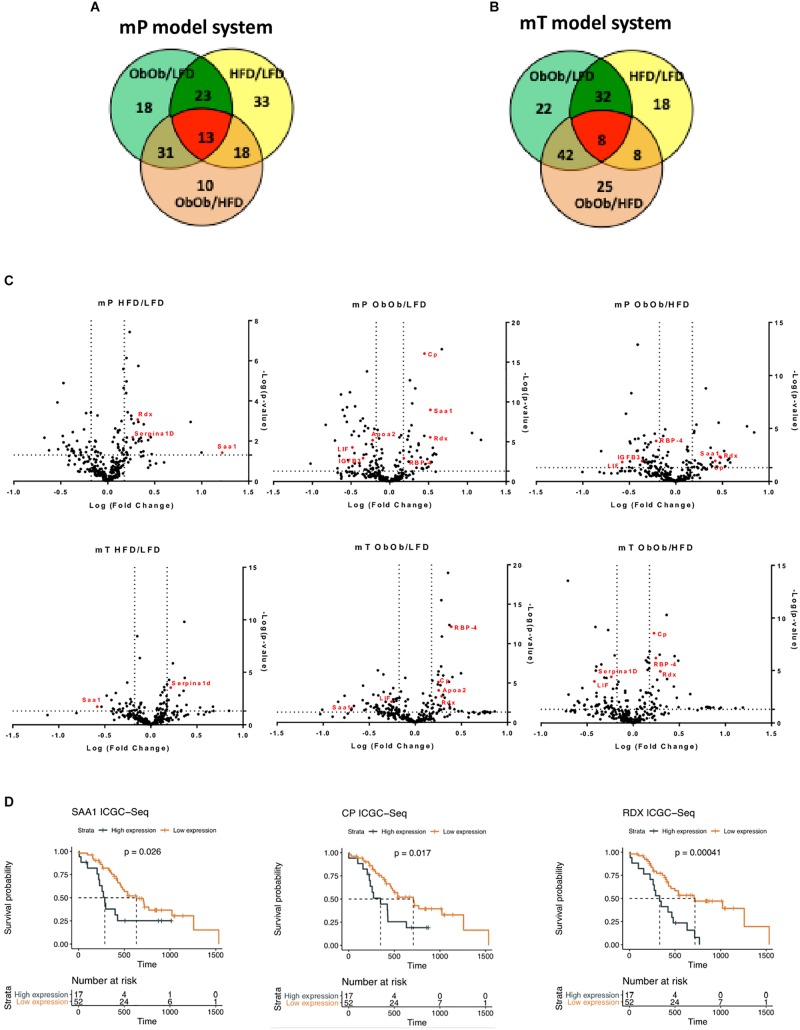
Proteomic analysis from DIO, GIO and LFD mP and mT tumor-bearing mice confirmed the increase of inflammation and carcinogenesis in obese mouse. Venn diagram of modulated proteins in mP **(A)** and mT **(B)** model systems. **(C)** Volcano plot showing differentially expressed proteins. The volcano plot showed the results of differentially expressed proteins systems based on fold change versus *t*-test probability from both mP and mT pancreatic organoids in obese mice rispect to lean mice. Each protein is represented as a dot and is mapped according to its fold change on the ordinate axis (*y*) and *t*-test *p*-value on the abscissa axis (*x*). **(D)** Survival analyses of pancreatic cancer patients dichotomized by high and low expression of some of differentially upregulated proteins in the serum of obese models rispect to lean mice. The overall survival data were obtained from https://dcc.icgc.org/releases/current/Projects/PACA-AU. Median survival was estimated with the Kaplan-Meier method and the difference was tested using the log-rank (Mantel-Cox) test.

For example, apolipoprotein A2 (ApoA2) was one of the top obesity-regulated proteins. It has been recently demonstrated, by plasma analysis of European EPIC cohort patients, that the combination CA19-9 and ApoA2 may improve detection of pancreatic cancer compared to CA19-9 alone (Honda et al., 2019). Also a significant elevation in serum concentrations of RBP-4 (Noy et al., 2015) and of Serpina1d (Elwakeel et al., 2019) was found in pancreatic cancer patients. In addition, it has been demonstrated that LIF was overexpressed in tumor tissue compared with healthy pancreas. Moreover, LIF has been candidate as serum biomarker and diagnostic tool for PDAC metastatic progression (Bressy et al., 2018). Along with pancreatic cancer progression, cachexia is a common event (Henderson et al., 2018). In our model, insulin-like growth factor-binding protein 3 (IGFB3), a protein able to induce muscle wasting, was upregulated (Rohrmann et al., 2012). Interestingly, peroxisome proliferator-activated receptors (PPARs) signaling pathway resulted activated in obese mice: PPARs are nuclear hormone receptors which play an important role in regulating cancer cell proliferation, survival, apoptosis, and tumor growth. PPAR is a key regulator of adipocytes differentiation, it regulates insulin and adipokines production and secretion and may modulate inflammation (Siersbaek et al., 2010). Moreover, PPAR was found upregulated in other human malignancies, including pancreatic cancer, where its upregulation is correlated with higher pathological grade and increased risk of metastasis (Eibl, 2008). To validate our model systems, the most significant differentially expressed factors secreted along pancreatic cancer progression, were tested on the data of world’s largest repository of cancer sequencing of the International Cancer Genome Consortium (ICGC). These *in silico* analyses showed that patients with an high expression of some of the genes [Radixin (RDX), Ceruloplasmin (CP), and Serum amyloid A1 (SAA1)] that we found upregulated in our model, have a worse prognosis than patients with low expression of the same factors (Figures 6C,D).

## Discussion

Obesity is considered to be one of the most important risk factors for PDAC and many cohort studies highlighted the strong correlation between obesity and pancreatic cancer incidence (Davoodi et al., 2013; Font-Burgada et al., 2016; Cascetta et al., 2018). Although genetic events responsible for pancreatic carcinogenesis (Winter et al., 2006; Reiter and Iacobuzio-Donahue, 2016) and early dissemination processes were well established (Rhim et al., 2012), the effects of obesity on these processes are still unknown.

Several data suggested different molecular mechanisms whereby obesity leads to higher incidence of cancer such as increased oxidative stress, hormonal disorder, dysbiosis, and chronic inflammation (Bianchini et al., 2002; Poloz and Stambolic, 2015; Font-Burgada et al., 2016; Donohoe et al., 2017; Sasaki et al., 2018).

However, how obesity influences the early step of carcinogenesis, including immune cells trafficking, remains largely elusive.

This is mainly due to the use of models that already retain all cancer characteristics to quickly evolve in an aggressive disease course. In this regard, Incio et al. (2016) demonstrated that obesity-induced inflammation and neutrophils infiltration lead to a desmoplastic tumor microenvironment, which directly promotes tumor growth and impairs the response to chemotherapy.

Sasaki et al. (2018), using a cell competition *in vivo* model, demonstrated that obesity and chronic inflammation influence cell competition within the epithelium of several organs, including pancreas. These interesting results are limited to the observation of an increase of cell competition in lean models suggesting that non-steroidal anti-inflammatory drugs (NSAIDs) can suppress the frequency of tumor formation. Indeed, has been reported, in two different patients’ cohorts, also the role of leptin in increasing pancreatic cancer risk (Stolzenberg-Solomon et al., 2015; Babic et al., 2016).

However, the underlying molecular mechanisms remain unknown. Recently, it has been investigated the role of a metabolic regulator that prevents obesity, fibroblast growth factor 21 (FGF21), in KRAS oncogenic context of pancreatic cancer. It has been demonstrated that FGF21 has the potentiality to reduce the effects of obesity on pancreatic carcinogenesis (Luo et al., 2019).

Although these models offered a high potential for the study of pancreatic cancer, including investigation of therapeutic strategies and putative mechanisms of resistance, they are often affected by several consistent gaps.

Transplantation of pancreatic isogenic cancer cell lines for example, are so far distant from reproducing a precise model of carcinogenesis. This is due to the ability of already established cancer cells to grow also in the absence of external stimuli. Further, in these models, pancreatic cancer is a very aggressive disease with a rapid cancer growth that excludes the influence of tumor microenvironment.

So on, genetically engineered mouse models that spontaneously develop pancreatic cancer, although were precise models of pancreatic carcinogenesis, often presented a variable intra-experimental delay in the starting time of carcinogenesis, rendering these models less suitable to study the influence of adipose tissue.

Here we propose, to our knowledge, the best suitable and manageable model linking obesity to pancreatic carcinogenesis using organoid transplant systems. Here, we demonstrated that both DIO and GIO models promoted engraftment incidence rate and growth of both preneoplastic and neoplastic organoid models, favoring the pancreatic cancer progression measured as lesion growth, PanIN evolution and distant metastases dissemination.

However, we recognize that GIO models are not the best tools, being leptin deficient and showing an obesity that does not reflect the characteristics of pancreatic cancer patients. They have been a useful comparison model and served for a more complete picture of the pancreatic cancer acceleration of mP and mT DIO models.

Our data suggested a model in which obesity mimics the evolution of human pancreatic cancer pathology, promoting carcinogenesis concomitant to the accumulation of a myeloid infiltrate, and exclusion of T cells as tumor progresses. The changes in cancer immune infiltrate were associated with specific changes in circulating cytokines/chemokines, with an increased level of a subset of anti-inflammatory Th2 cytokines in pancreatic lesions of obese models compared to lean models. Analysis of the gene expression profile of neoplastic cells in different conditions, revealed a change in pancreatic cancer subtype under obesity conditions as well as an activation of stromal cells that have been reported to play a crucial role in PDAC development and progression (Moffitt et al., 2015).

Overall, here we propose organoid-based model systems to study *in vivo* the effects of obesity on the pancreatic carcinogenesis. However, this work is limited to the observation of the potential obesity-related mediators of carcinogenesis and further functional analyses are required to validate each identified molecule.

## Data Availability Statement

Proteomic Data Availability: Data are available via ProteomeXchange with identifier PXD018362. RNAsequencind Data availability: The RNAsequencing (record GSE148135) data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148135.

## Ethics Statement

The animal study was reviewed and approved by the University of Verona Animal Ethic Committee; CIRSAL approval number 1002/2016-PR.

## Author Contributions

FL: organoids generation and characterization. GP: organoids transplantation, multiplex analyses, tissue sampling, and RNA extraction. LT: obese mouse models generation and ultrasound imaging. PD: RNAseq and proteomic analysis. RT, AF, and FD: cytofluorimetric analysis. RB: immunohistochemistry and pancreatic histopathological analysis. DF: organoids generation and transplantation. MMan and EM: proteomic analysis. RTL: tissue sampling and management. MMar: tissue sampling, IHC and data analysis, manuscript finalization. GT: concept and design, data interpretation, and manuscript finalization. SU and VC: data interpretation, writing team, and manuscript finalization. DM: concept and design, data interpretation, and manuscript finalization. CC: concept and design, data interpretation, writing team, and manuscript finalization.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Organoid-Transplant Model Systems to Study the Effects of Obesity on the Pancreatic Carcinogenesis in vivo
**Source:** Front Cell Dev Biol. 2020 Apr 28;8:308. doi: 10.3389/fcell.2020.00308
**Supplement:** TABLE S1 — Circulating proteins differentially expressed by mP and mT obese respect to lean mice models.

**Supplementary Table 1. Circulating proteins differentially expressed by mP and mT obese respect to lean mice models.**

|    | Gene Symbol               | Models                               | Role in pancreatic cancer                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | References                                                      |
|----|---------------------------|--------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------|
| 1  | Ighg1                     | mT-ObOb/LFD and HFD/LFD              | The presence of IGHG1 in human pancreatic carcinomas is associated with immune evasion mechanisms.                                                                                                                                                                                                                                                                                                                                                                                                                                                               | (Li et al., 2011)                                               |
| 2  | Smarca4/B RG1             | mT-ObOb/LFD and HFD/LFD              | The BRG1/SOX9 axis is critical for acinar cell-derived pancreatic tumorigenesis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | (Tsuda et al., 2018)                                            |
| 3  | Lifr                      | mT-ObOb/LFD and HFD/LFD and ObOb/HFD | Targeting LIF-mediated paracrine interaction for pancreatic cancer therapy and monitoring; Leukemia inhibitory factor receptor negatively regulates the metastasis of pancreatic cancer cells in vitro and in vivo.                                                                                                                                                                                                                                                                                                                                              | (Ma et al., 2016; Shi et al., 2019)                             |
| 4  | Plg                       | mT-ObOb/LFD and HFD/LFD              | Soluble stroma-related biomarkers of pancreatic cancer. "we found three markers, FN, Col4, and PLG, significantly different in PDAC versus pancreatitis. The combination of these three markers with CCN2 and CA19.9 had a significant capability to discriminate between PDAC and CP."                                                                                                                                                                                                                                                                          | (Resovi et al., 2018)                                           |
| 5  | Apoc2                     | mP-, mT-ObOb/LFD and HFD/LFD         | Serum apolipoprotein C-II is prognostic for survival after pancreatic resection for adenocarcinoma.                                                                                                                                                                                                                                                                                                                                                                                                                                                              | (Xue et al., 2012)                                              |
| 6  | Selenop                   | mT-ObOb/LFD and HFD/LFD              | Selenoprotein P, as a predictor for evaluating gemcitabine resistance in human pancreatic cancer cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                          | (Maehara et al., 2004)                                          |
| 7  | Cp                        | mP-ObOb/LFD and HFD/LFD and ObOb/HFD | Secretome protein signature of human pancreatic cancer stem-like cells. "ceruloplasmin as promising marker for patients negative for CA19-9. "                                                                                                                                                                                                                                                                                                                                                                                                                   | (Brandi et al., 2016)                                           |
| 8  | S100a6                    | mT-ObOb/LFD and HFD/LFD              | S100 calcium-binding protein A6 promotes epithelial-mesenchymal transition through $\beta$ -catenin in pancreatic cancer cell line.                                                                                                                                                                                                                                                                                                                                                                                                                              | (Chen et al., 2015)                                             |
| 9  | Lum                       | mP-ObOb/LFD and HFD/LFD              | Prolonged exposure to extracellular lumican restrains pancreatic adenocarcinoma growth.                                                                                                                                                                                                                                                                                                                                                                                                                                                                          | (Li et al., 2017)                                               |
| 10 | Ahsg                      | mT-ObOb/LFD and HFD/LFD              | Profiling the potential tumor markers of pancreatic ductal adenocarcinoma using 2D-DIGE and MALDI-TOF-MS: up-regulation of Complement C3 and alpha-2-HS-glycoprotein.                                                                                                                                                                                                                                                                                                                                                                                            | (Chen et al., 2013a)                                            |
| 11 | Asap2 or centaurin        | mP-ObOb/LFD and HFD/LFD              | Profiling the potential biomarkers for cell differentiation of pancreatic cancer using iTRAQ and 2-D LC-MS/MS.                                                                                                                                                                                                                                                                                                                                                                                                                                                   | (Zhang et al., 2009)                                            |
| 12 | Itih2                     | mT-ObOb/LFD and HFD/LFD              | Plasma extracellular vesicle long RNA profiling identifies a diagnostic signature for the detection of pancreatic ductal adenocarcinoma                                                                                                                                                                                                                                                                                                                                                                                                                          | (Yu et al., 2019)                                               |
| 13 | Apoa2                     | mT-ObOb/LFD and HFD/LFD              | CA19-9 and apolipoprotein-A2 isoforms as detection markers for pancreatic cancer: a prospective evaluation. A simplified diagnostic panel of CA19-9, ApoC-I and ApoA-II improves the diagnostic ability of CA19-9 alone and may have clinical utility. Plasma biomarker for detection of early stage pancreatic cancer and risk factors for pancreatic malignancy using antibodies for apolipoprotein-AII isoforms.                                                                                                                                              | (Honda et al., 2015)<br>(Honda et al., 2019) (Xue et al., 2010) |
| 14 | Apoa4                     | mT-ObOb/LFD and HFD/LFD and ObOb/HFD | Large-scale clinical validation of biomarkers for pancreatic cancer using a mass spectrometry-based proteomics approach.                                                                                                                                                                                                                                                                                                                                                                                                                                         | (Park et al., 2017b)                                            |
| 15 | Orm2 or AGP-2             | mP-ObOb/LFD and HFD/LFD and ObOb/HFD | Increased $\alpha$ 1-3 fucosylation of $\alpha$ 1-acid glycoprotein (AGP) in pancreatic cancer.                                                                                                                                                                                                                                                                                                                                                                                                                                                                  | (Balmana et al., 2016)                                          |
| 16 | Tmsb4x or Thymosin beta-4 | mT-ObOb/LFD and HFD/LFD              | In situ proteomic analysis by MALDI imaging identifies ubiquitin and thymosin- $\beta$ 4 as markers of malignant intraductal pancreatic mucinous neoplasms.                                                                                                                                                                                                                                                                                                                                                                                                      | (Rebours et al., 2014)                                          |
| 17 | Cfh                       | mP-ObOb/LFD and HFD/LFD              | Identification of potential prognostic biomarkers in patients with untreated, advanced pancreatic cancer from a phase 3 trial (Cancer and Leukemia Group B 80303).                                                                                                                                                                                                                                                                                                                                                                                               | (Roberts et al., 2012)                                          |
| 18 | Saa1                      | mP, mT-ObOb/LFD and HFD/LFD          | Hepatocytes direct the formation of a pro-metastatic niche in the liver. "During early pancreatic tumorigenesis in mice, hepatocytes show activation of signal transducer and activator of transcription 3 (STAT3) signalling and increased production of serum amyloid A1 and A2 (referred to collectively as SAA). Overexpression of SAA by hepatocytes also occurs in patients with pancreatic and colorectal cancers that have metastasized to the liver, and many patients with locally advanced and metastatic disease show increases in circulating SAA." | (Lee et al., 2019)                                              |
| 19 | Saa2                      | mP, mT-ObOb/LFD and HFD/LFD          | Hepatocytes direct the formation of a pro-metastatic niche in the liver. "During early pancreatic tumorigenesis in mice, hepatocytes show activation of signal transducer and activator of transcription 3 (STAT3) signalling and increased production of serum amyloid A1 and A2 (referred to collectively as SAA). Overexpression of SAA by hepatocytes also occurs in patients with                                                                                                                                                                           | (Lee et al., 2019)                                              |

|    |                                          |                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                       |                             |
|----|------------------------------------------|--------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------|
|    |                                          |                                      | pancreatic and colorectal cancers that have metastasized to the liver, and many patients with locally advanced and metastatic disease show increases in circulating SAA."                                                                                                                                                                                                                                                             |                             |
| 20 | ApoC1                                    | mT-ObOb/LFD and HFD/LFD              | The specific expression of ApoC-1 and its role in preventing from spontaneous apoptosis in pancreatic cancer cells suggest that ApoC-1 contributes to the aggressiveness of pancreatic cancer and will be useful as a new therapeutic target.                                                                                                                                                                                         | (Takano et al., 2008)       |
| 21 | Hpx                                      | mP-ObOb/LFD and HFD/LFD              | Glycoprotein microarrays with multi-lectin detection: unique lectin binding patterns as a tool for classifying normal, chronic pancreatitis and pancreatic cancer sera.                                                                                                                                                                                                                                                               | (Zhao et al., 2007)         |
| 22 | Serpina3m                                | mT-ObOb/LFD and HFD/LFD              | Genetic Effects and Modifiers of Radiotherapy and Chemotherapy on Survival in Pancreatic Cancer                                                                                                                                                                                                                                                                                                                                       | (Zeng et al., 2011)         |
| 23 | Tmsb10                                   | mT-ObOb/LFD and HFD/LFD              | Gene expression analysis of pancreatic cell lines reveals genes overexpressed in pancreatic cancer. "By means of immunohistochemistry we could show that thymosin beta-10 (TMSB10), upregulated in tumor cell lines, is expressed in human pancreatic carcinoma, but not in non-neoplastic pancreatic tissue, suggesting a role for TMSB10 in the carcinogenesis of pancreatic carcinoma."                                            | (Alldinger et al., 2005)    |
| 24 | C3                                       | mT-ObOb/LFD and HFD/LFD              | Expression and clinical significance of complement C3, complement C4b1 and apolipoprotein E in pancreatic cancer.                                                                                                                                                                                                                                                                                                                     | (Chen et al., 2013b)        |
| 25 | Serpina1d or alpha-1-trypsin             | mT-ObOb/LFD and HFD/LFD and ObOb/HFD | Evidence of Altered Glycosylation of Serum Proteins Prior to Pancreatic Cancer Diagnosis.                                                                                                                                                                                                                                                                                                                                             | (Krishnan et al., 2017)     |
| 26 | Ttr                                      | mP-ObOb/LFD and HFD/LFD              | Diagnostic performance enhancement of pancreatic cancer using proteomic multimarker panel.                                                                                                                                                                                                                                                                                                                                            | (Park et al., 2017a)        |
| 27 | Serping1 or plasma protease C1 inhibitor | mP-ObOb/LFD and HFD/LFD              | Comparative serum glycoproteomics using lectin selected sialic acid glycoproteins with mass spectrometric analysis: application to pancreatic cancer serum. "Sialylated plasma protease C1 inhibitor is identified to be down-regulated in cancer serum."                                                                                                                                                                             | (Zhao et al., 2006)         |
| 28 | Rbp4                                     | mT-ObOb/LFD and HFD/LFD and ObOb/HFD | Clinical value of circulating lipocalins and insulin-like growth factor axis in pancreatic cancer diagnosis.                                                                                                                                                                                                                                                                                                                          | (El-Mesallamy et al., 2013) |
| 29 | Smarca4 or BRG1                          | mT-ObOb/LFD and HFD/LFD              | BRG1 promotes chemoresistance of pancreatic cancer cells through crosstalking with Akt signalling.                                                                                                                                                                                                                                                                                                                                    | (Liu et al., 2014)          |
| 30 | B2m                                      | mT-ObOb/LFD and HFD/LFD              | Beta 2-microglobulin regulates amyloid precursor-like protein 2 expression and the migration of pancreatic cancer cells                                                                                                                                                                                                                                                                                                               | (Sliker et al., 2019)       |
| 31 | Hp                                       | mP-ObOb/LFD and HFD/LFD              | Application of glycoscience to the early detection of pancreatic cancer.                                                                                                                                                                                                                                                                                                                                                              | (Miyoshi and Kamada, 2016)  |
| 32 | Apoa1                                    | mP-ObOb/LFD and HFD/LFD and ObOb/HFD | Apolipoprotein A-I mimetic peptide 4F suppresses tumor-associated macrophages and pancreatic cancer progression.                                                                                                                                                                                                                                                                                                                      | (Peng et al., 2017)         |
| 33 | ApoC1                                    | mP-ObOb/LFD and HFD/LFD              | A simplified diagnostic panel of CA19-9, ApoC-I and ApoA-II improves the diagnostic ability of CA19-9 alone and may have clinical utility.                                                                                                                                                                                                                                                                                            | (Xue et al., 2010)          |
| 34 | ApoE                                     | mP, mT-ObOb/LFD and HFD/LFD          | A new panel of pancreatic cancer biomarkers discovered using a mass spectrometry-based pipeline. "The novel biomarker panel of apolipoprotein E (APOE), inter-alpha-trypsin inhibitor heavy chain H3 (ITIH3), apolipoprotein A-I (APOA1), apolipoprotein L1 (APOL1), combining with CA19-9, statistically-significantly improved the sensitivity (95%) and specificity (94.1%), outperforming CA19-9 alone, for the diagnosis of PC." | (Liu et al., 2017)          |
| 35 | C8a                                      | mT-ObOb/LFD and HFD/LFD and ObOb/HFD | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                   | N/A                         |
| 36 | Itih1                                    | mT-ObOb/LFD and HFD/LFD              | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                   | N/A                         |
| 37 | Cpn1                                     | mT-ObOb/LFD and HFD/LFD              | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                   | N/A                         |
| 38 | Apoc4                                    | mT-ObOb/LFD and HFD/LFD              | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                   | N/A                         |
| 39 | F13a1                                    | mT-ObOb/LFD and HFD/LFD              | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                   | N/A                         |
| 40 | 1300017J02Rik                            | mT-ObOb/LFD and HFD/LFD              | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                   | N/A                         |
| 41 | Cpn2                                     | mT-ObOb/LFD and HFD/LFD              | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                   | N/A                         |
| 42 | Rims1                                    | mT-ObOb/LFD and HFD/LFD              | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                   | N/A                         |
| 43 | Pltp                                     | mT-ObOb/LFD and HFD/LFD              | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                   | N/A                         |

|    |           |                                            |     |     |
|----|-----------|--------------------------------------------|-----|-----|
| 44 | Apoh      | mT-ObOb/LFD<br>and HFD/LFD                 | N/A | N/A |
| 45 | Apcs      | mT-ObOb/LFD<br>and HFD/LFD                 | N/A | N/A |
| 46 | C8g       | mP-ObOb/LFD<br>and HFD/LFD<br>and ObOb/HFD | N/A | N/A |
| 47 | Hba       | mT-ObOb/LFD<br>and HFD/LFD<br>and ObOb/HFD | N/A | N/A |
| 48 | C2        | mP-ObOb/LFD<br>and HFD/LFD                 | N/A | N/A |
| 49 | H2-Q10    | mP-ObOb/LFD<br>and HFD/LFD                 | N/A | N/A |
| 50 | Sec23ip   | mP-ObOb/LFD<br>and HFD/LFD                 | N/A | N/A |
| 51 | Dmxl2     | mP-ObOb/LFD<br>and HFD/LFD                 | N/A | N/A |
| 52 | Siae      | mP-ObOb/LFD<br>and HFD/HFD                 | N/A | N/A |
| 53 | Cpb2      | mP-ObOb/LFD<br>and HFD/LFD                 | N/A | N/A |
| 54 | Gp1ba     | mP-ObOb/LFD<br>and HFD/LFD                 | N/A | N/A |
| 55 | Apom      | mP-ObOb/LFD<br>and HFD/LFD<br>and ObOb/HFD | N/A | N/A |
| 56 | Rdx       | mP-ObOb/LFD<br>and HFD/LFD<br>and ObOb/HFD | N/A | N/A |
| 57 | Apod      | mP-ObOb/LFD<br>and HFD/LFD<br>and ObOb/HFD | N/A | N/A |
| 58 | Serpinc1  | mT-ObOb/LFD<br>and HFD/LFD                 | N/A | N/A |
| 59 | Scgb1a1   | mT-ObOb/LFD<br>and HFD/LFD<br>and ObOb/HFD | N/A | N/A |
| 60 | Serpina1e | mP-ObOb/LFD<br>and HFD/LFD<br>and ObOb/HFD | N/A | N/A |

## References.

- Alldinger, I., Dittert, D., Peiper, M., Fusco, A., Chiappetta, G., Staub, E., et al. (2005). Gene expression analysis of pancreatic cell lines reveals genes overexpressed in pancreatic cancer. *Pancreatology* 5(4-5), 370-379. doi: 10.1159/000086537.
- Balmana, M., Gimenez, E., Puerta, A., Llop, E., Figueras, J., Fort, E., et al. (2016). Increased alpha1-3 fucosylation of alpha-1-acid glycoprotein (AGP) in pancreatic cancer. *J Proteomics* 132, 144-154. doi: 10.1016/j.jprot.2015.11.006.
- Brandi, J., Dalla Pozza, E., Dando, I., Biondani, G., Robotti, E., Jenkins, R., et al. (2016). Secretome protein signature of human pancreatic cancer stem-like cells. *J Proteomics* 136, 1-12. doi: 10.1016/j.jprot.2016.01.017.
- Chen, J., Wu, W., Chen, L., Zhou, H., Yang, R., Hu, L., et al. (2013a). Profiling the potential tumor markers of pancreatic ductal adenocarcinoma using 2D-DIGE and MALDI-TOF-MS: up-regulation of Complement C3 and alpha-2-HS-glycoprotein. *Pancreatology* 13(3), 290-297. doi: 10.1016/j.pan.2013.03.010.
- Chen, J., Wu, W., Zhen, C., Zhou, H., Yang, R., Chen, L., et al. (2013b). Expression and clinical significance of complement C3, complement C4b1 and apolipoprotein E in pancreatic cancer. *Oncol Lett* 6(1), 43-48. doi: 10.3892/ol.2013.1326.
- Chen, X., Liu, X., Lang, H., Zhang, S., Luo, Y., and Zhang, J. (2015). S100 calcium-binding protein A6 promotes epithelial-mesenchymal transition through beta-catenin in pancreatic cancer cell line. *PLoS One* 10(3), e0121319. doi: 10.1371/journal.pone.0121319.
- El-Mesallamy, H.O., Hamdy, N.M., Zaghloul, A.S., and Sallam, A.M. (2013). Clinical value of circulating lipocalins and insulin-like growth factor axis in pancreatic cancer diagnosis. *Pancreas* 42(1), 149-154. doi: 10.1097/MPA.0b013e3182550d9d.

- Honda, K., Katzke, V.A., Husing, A., Okaya, S., Shoji, H., Onidani, K., et al. (2019). CA19-9 and apolipoprotein-A2 isoforms as detection markers for pancreatic cancer: a prospective evaluation. *Int J Cancer* 144(8), 1877-1887. doi: 10.1002/ijc.31900.
- Honda, K., Kobayashi, M., Okusaka, T., Rinaudo, J.A., Huang, Y., Marsh, T., et al. (2015). Plasma biomarker for detection of early stage pancreatic cancer and risk factors for pancreatic malignancy using antibodies for apolipoprotein-AII isoforms. *Sci Rep* 5, 15921. doi: 10.1038/srep15921.
- Krishnan, S., Whitwell, H.J., Cuenco, J., Gentry-Maharaj, A., Menon, U., Pereira, S.P., et al. (2017). Evidence of Altered Glycosylation of Serum Proteins Prior to Pancreatic Cancer Diagnosis. *Int J Mol Sci* 18(12). doi: 10.3390/ijms18122670.
- Lee, J.W., Stone, M.L., Porrett, P.M., Thomas, S.K., Komar, C.A., Li, J.H., et al. (2019). Hepatocytes direct the formation of a pro-metastatic niche in the liver. *Nature* 567(7747), 249-252. doi: 10.1038/s41586-019-1004-y.
- Li, X., Kang, Y., Roife, D., Lee, Y., Pratt, M., Perez, M.R., et al. (2017). Prolonged exposure to extracellular lumican restrains pancreatic adenocarcinoma growth. *Oncogene* 36(38), 5432-5438. doi: 10.1038/onc.2017.125.
- Li, X., Ni, R., Chen, J., Liu, Z., Xiao, M., Jiang, F., et al. (2011). The presence of IGHG1 in human pancreatic carcinomas is associated with immune evasion mechanisms. *Pancreas* 40(5), 753-761. doi: 10.1097/MPA.0b013e318213d51b.
- Liu, X., Tian, X., Wang, F., Ma, Y., Kornmann, M., and Yang, Y. (2014). BRG1 promotes chemoresistance of pancreatic cancer cells through crosstalking with Akt signalling. *Eur J Cancer* 50(13), 2251-2262. doi: 10.1016/j.ejca.2014.05.017.
- Liu, X., Zheng, W., Wang, W., Shen, H., Liu, L., Lou, W., et al. (2017). A new panel of pancreatic cancer biomarkers discovered using a mass spectrometry-based pipeline. *Br J Cancer* 117(12), 1846-1854. doi: 10.1038/bjc.2017.365.
- Ma, D., Jing, X., Shen, B., Liu, X., Cheng, X., Wang, B., et al. (2016). Leukemia inhibitory factor receptor negatively regulates the metastasis of pancreatic cancer cells in vitro and in vivo. *Oncol Rep* 36(2), 827-836. doi: 10.3892/or.2016.4865.
- Maehara, S., Tanaka, S., Shimada, M., Shirabe, K., Saito, Y., Takahashi, K., et al. (2004). Selenoprotein P, as a predictor for evaluating gemcitabine resistance in human pancreatic cancer cells. *Int J Cancer* 112(2), 184-189. doi: 10.1002/ijc.20304.
- Miyoshi, E., and Kamada, Y. (2016). Application of glycoscience to the early detection of pancreatic cancer. *Cancer Sci* 107(10), 1357-1362. doi: 10.1111/cas.13011.
- Park, J., Choi, Y., Namkung, J., Yi, S.G., Kim, H., Yu, J., et al. (2017a). Diagnostic performance enhancement of pancreatic cancer using proteomic multimarker panel. *Oncotarget* 8(54), 93117-93130. doi: 10.18632/oncotarget.21861.
- Park, J., Lee, E., Park, K.J., Park, H.D., Kim, J.W., Woo, H.I., et al. (2017b). Large-scale clinical validation of biomarkers for pancreatic cancer using a mass spectrometry-based proteomics approach. *Oncotarget* 8(26), 42761-42771. doi: 10.18632/oncotarget.17463.
- Peng, M., Zhang, Q., Cheng, Y., Fu, S., Yang, H., Guo, X., et al. (2017). Apolipoprotein A-I mimetic peptide 4F suppresses tumor-associated macrophages and pancreatic cancer progression. *Oncotarget* 8(59), 99693-99706. doi: 10.18632/oncotarget.21157.
- Rebours, V., Le Faouder, J., Laouirem, S., Mebarki, M., Albuquerque, M., Camadro, J.M., et al. (2014). In situ proteomic analysis by MALDI imaging identifies ubiquitin and thymosin-beta4 as markers of malignant intraductal pancreatic mucinous neoplasms. *Pancreatology* 14(2), 117-124. doi: 10.1016/j.pan.2013.12.001.
- Resovi, A., Bani, M.R., Porcu, L., Anastasia, A., Minoli, L., Allavena, P., et al. (2018). Soluble stroma-related biomarkers of pancreatic cancer. *EMBO Mol Med* 10(8). doi: 10.15252/emmm.201708741.
- Roberts, A.S., Campa, M.J., Gottlin, E.B., Jiang, C., Owzar, K., Kindler, H.L., et al. (2012). Identification of potential prognostic biomarkers in patients with untreated, advanced pancreatic cancer from a phase 3 trial (Cancer and Leukemia Group B 80303). *Cancer* 118(2), 571-578. doi: 10.1002/cncr.26270.
- Shi, Y., Gao, W., Lytle, N.K., Huang, P., Yuan, X., Dann, A.M., et al. (2019). Targeting LIF-mediated paracrine interaction for pancreatic cancer therapy and monitoring. *Nature* 569(7754), 131-135. doi: 10.1038/s41586-019-1130-6.
- Sliker, B.H., Goetz, B.T., Peters, H.L., Poelaert, B.J., Borgstahl, G.E.O., and Solheim, J.C. (2019). Beta 2-microglobulin regulates amyloid precursor-like protein 2 expression and the migration of pancreatic cancer cells. *Cancer Biol Ther* 20(6), 931-940. doi: 10.1080/15384047.2019.1580414.

- Takano, S., Yoshitomi, H., Togawa, A., Sogawa, K., Shida, T., Kimura, F., et al. (2008). Apolipoprotein C-I maintains cell survival by preventing from apoptosis in pancreatic cancer cells. *Oncogene* 27(20), 2810-2822. doi: 10.1038/sj.onc.1210951.
- Tsuda, M., Fukuda, A., Roy, N., Hiramatsu, Y., Leonhardt, L., Kakiuchi, N., et al. (2018). The BRG1/SOX9 axis is critical for acinar cell-derived pancreatic tumorigenesis. *J Clin Invest* 128(8), 3475-3489. doi: 10.1172/JCI94287.
- Xue, A., Chang, J.W., Chung, L., Samra, J., Hugh, T., Gill, A., et al. (2012). Serum apolipoprotein C-II is prognostic for survival after pancreatic resection for adenocarcinoma. *Br J Cancer* 107(11), 1883-1891. doi: 10.1038/bjc.2012.458.
- Xue, A., Scarlett, C.J., Chung, L., Butturini, G., Scarpa, A., Gandy, R., et al. (2010). Discovery of serum biomarkers for pancreatic adenocarcinoma using proteomic analysis. *Br J Cancer* 103(3), 391-400. doi: 10.1038/sj.bjc.6605764.
- Yu, S., Li, Y., Liao, Z., Wang, Z., Wang, Z., Li, Y., et al. (2019). Plasma extracellular vesicle long RNA profiling identifies a diagnostic signature for the detection of pancreatic ductal adenocarcinoma. *Gut*. doi: 10.1136/gutjnl-2019-318860.
- Zeng, H., Yu, H., Lu, L., Jain, D., Kidd, M.S., Saif, M.W., et al. (2011). Genetic effects and modifiers of radiotherapy and chemotherapy on survival in pancreatic cancer. *Pancreas* 40(5), 657-663. doi: 10.1097/MPA.0b013e31821268d1.
- Zhang, H., Lv, L., Liu, H., Cui, L., Chen, G., Bi, P., et al. (2009). Profiling the potential biomarkers for cell differentiation of pancreatic cancer using iTRAQ and 2-D LC-MS/MS. *Proteomics Clin Appl* 3(7), 862-871. doi: 10.1002/prca.200800029.
- Zhao, J., Patwa, T.H., Qiu, W., Shedden, K., Hinderer, R., Misek, D.E., et al. (2007). Glycoprotein microarrays with multi-lectin detection: unique lectin binding patterns as a tool for classifying normal, chronic pancreatitis and pancreatic cancer sera. *J Proteome Res* 6(5), 1864-1874. doi: 10.1021/pr070062p.
- Zhao, J., Simeone, D.M., Heidt, D., Anderson, M.A., and Lubman, D.M. (2006). Comparative serum glycoproteomics using lectin selected sialic acid glycoproteins with mass spectrometric analysis: application to pancreatic cancer serum. *J Proteome Res* 5(7), 1792-1802. doi: 10.1021/pr060034r.

How the deposited data were processed for this re-analysis (not part of the article)

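RNA-Seq was made from the pancreas of 8 male mice, 3 on LFD, 3 on HFD and 2 ob/ob mice. Mice were grouped by the sample labels, which give diet or genotype and a replicate number. The labels do not mention the mT transplant, which was taken from the paper. Replicates are different animals, and the pairing by replicate number comes from the labels alone.

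The authors extracted total RNA, sequenced paired-end libraries, checked reads with FASTQC, quantified transcripts of Gencode M18 (GRCm38) with Salmon, and summarized them per gene with tximport. The authors transformed the gene counts with the rlog function of DESeq2 and deposited these values, which are on a log2 scale and corrected for library size, for 15047 gene symbols. The text of the paper does not describe the filter that left these genes, nor whether rlog used the groups. All columns of the deposited values matched a sample by name. Salmon shares reads between similar transcripts by probability, so close paralogs and overlapping genes carry an uncertainty that the deposited values do not show. Counts were not used here and the depth of each mouse is unknown, so no counting error was given and no test for counts was run. The transformation lowers differences at low expression, so log2 differences of genes with few reads are smaller than those of their counts.

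From the rlog values, gene differences were tested with limma 3.58.1 in R 4.3.3, with a mean for each group, all 8 mice, and the empirical Bayes step with a trend on the mean. The comparisons were HFD against LFD, ob/ob against LFD, ob/ob against HFD, and the mean of HFD and ob/ob against LFD. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted. Principal components and distances used the 500 genes with the highest variance, and the closeness of the LFD mice was tested by a one-sided exact test over all choices of 3 mice. GSVA scores came from gseapy 1.3.1 in Python 3.11.15 and were compared between 5 obese and 3 LFD mice by a two-sided exact permutation test with SciPy 1.17.1, whose smallest p is 0.0357. Comparisons of 3 mice against 3 and of 3 against 2 cannot go below 0.1 and 0.2, so scores of HFD or ob/ob alone were not tested. Pre-ranked GSEA used fgsea 1.28.0 with 10000 permutations over lists with at least 3 genes. Gene coordinates are those of Gencode M21 on GRCm38, the same assembly as that of the authors in another annotation release, and 154 of 154 genes looked up were found.

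The lists of immune cells, subtypes, stroma, pathways and tissue composition were written by hand from knowledge of published signatures before the data were examined, and are not the custom, MSigDB or Bailey sets of the paper. Some genes of the clock, islet and lymphocyte lists, and Lep, Lif and Pparg, are named outside the rule for genes. The other genes named in the text follow a rule set before the data were examined. They are the interleukins the paper names, the 3 drawn genes with the largest difference each way in each comparison of Figure 5B, genes with an adjusted p-value under 0.05, genes that check the sex in the labels, transcripts of proteins the paper measured by other assays, and the largest members of lists.

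The steps with limma, fgsea and GSVA were tested on simulated data, and the other steps were not. The simulated genes varied independently of each other, whereas those of lists such as EMT vary together in the real data (inter-gene correlation 0.627). The false calls below therefore do not measure those in such data. For limma, 200 of 15047 simulated genes were changed between groups of these sizes, 50 at each of 4 sizes. Of the genes changed by 2, 4, 8 and 16 residual SDs, 0%, 42%, 94% and 100% had an adjusted p-value under 0.05, all in the right direction, with 11 false calls, and 5.19% of unchanged genes had an unadjusted p-value under 0.05. The sizes above 4 SDs were added after a first test with smaller sizes had given no calls. The median residual SD was 0.342. With fgsea, the shifted list and 1 unshifted list of 11 had an adjusted p-value under 0.05. With GSVA, a list shifted by 3 SDs reached a p-value of 0.0357, as did 2 of the 46 other lists.

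The alternatives were the variance without the trend, only the groups compared, genes with a mean rlog value of at least 5, centring on the median of each mouse, quantile normalization, limma's array weights, the replicate number as a block, the mean of the acinar genes as a covariate, all genes or 2000 genes for the components, mean z-scores and single-sample GSEA in place of GSVA, ranking by the difference, camera, Reactome sets, and leaving out each mouse in turn. Array weights stopped before convergence in limma, with a weight of 9.36 for HFD replicate 2 and 0.273 for HFD replicate 1. Reactome sets matched 5183 of 7111 genes, 72.9%, which is under the 80% taken as a minimum, so they serve as a count only. The values of 3 of the 11 pathway lists, and those of 1 lymphocyte gene, are not reported here, though the lists are counted among the 11. Flow cytometry, Luminex, immunohistochemistry and proteomics were not analysed here.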

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

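All tests on HFD replicate 1 in this part, and the comparisons of the clock and islet genes with the acinar genes, were chosen after the result was seen, as were the criteria that singled out the islet and the clock list. With camera, none of the pathway lists had an adjusted p-value under 0.05, and an earlier criterion based on it would have singled out nothing.

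HFD replicate 1 stood apart from the other obese mice in its EMT score, which was -0.316 against 0.398 to 0.623 in the other 4 obese mice, and in its activated stroma score, -0.232 against 0.347 to 0.577. Among 47 lists examined for such a mouse, 2 were found and 2.4 are given by chance, so the number of lists is no more than chance gives, and the 2 lists share collagen and matrix genes. Its mean rlog value over 26 acinar genes was 17.7, within the 17.4 to 17.9 of the LFD mice, whereas HFD replicates 2 and 3 had 15.6 and 13.7. A candidate explanation is that the sample held as much acinar tissue as those of the LFD mice. However, ob/ob replicate 1 had an acinar value of 17.0, just below those of the LFD mice, and scores of 0.398 for EMT and 0.347 for activated stroma. This goes against acinar tissue alone as the source of the low scores, but rests on 1 mouse. Across the 8 mice the acinar value followed the mean rlog value of the EMT list (Pearson r = -0.909, permutation p = 0.00109, adjusted p = 0.00191 over 7 relations). Without the 2 farthest mice r was -0.859, so acinar tissue may still have a part. A mislabelled LFD sample would have the clock index of LFD mice (mean of the clock output list minus that of the Bmal1 list, as rlog), but the index of HFD replicate 1 was -0.88 and those of the LFD mice were between 0.81 and 1.37. Its Lep value of 7.27 was also above the highest LFD value, 6.28. How much acinar tissue a sample holds can follow from where it was taken and from how far the tumor had replaced the gland, and these cannot be told apart here.

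The group means of islet genes lay on opposite sides of LFD in the obese models. The GSVA score of 25 islet genes was lower than in LFD by a mean difference of -0.622 in HFD and higher by 0.366 in ob/ob, a gap of 0.988. This difference between the models was not tested, since 3 mice against 2 cannot reach a p under 0.2. The score was 0.861 in ob/ob replicate 1 but 0.148 in replicate 2, which is within the -0.245 to 0.620 of the LFD mice. In this score the ob/ob mean above LFD therefore rests on 1 mouse, whereas all 3 HFD mice were below all LFD mice. The mean rlog value of the list gave another picture. That of ob/ob replicate 2 was 7.62, above the LFD mean of 7.13 but within the LFD range of 6.79 to 7.64. HFD replicate 1, at 6.88, was within this range too. Against LFD, 23 of the 25 genes were higher in ob/ob, with a median log2 difference of 1.06. Of the 25 genes, 23 (92.0%) were higher in ob/ob than in HFD, with a median log2 difference of 1.57, and the share was 92% with centring and with quantile normalization. With the acinar genes as a covariate it was also 92%, with a median of 1.58, but the mean acinar value was 15.7 in HFD and 15.5 in ob/ob, so this covariate could hardly move the difference and tells nothing. The hormone genes did not all rise, as Ins1, Ins2 and Ppy were higher in ob/ob than in HFD by 1.68, 1.61 and 1.87, whereas Gcg differed by 0.51 and Sst by -0.12. Whether the ob/ob samples held a larger share of islet tissue cannot be told from this list, which was singled out for the same difference. The difference may come from sampling or from the genotype, as leptin deficiency is a condition of the design, and the data do not separate these.

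A list of 12 clock output genes, which the paper does not discuss, had a lower GSVA score in obese mice than in LFD by a difference of -0.885, and all 5 obese mice were below all LFD mice (two-sided exact permutation test, p = 0.0357). It was 1 of 9 lists outside the paper's subjects, of which 0.45 are given by chance at this threshold. The mean log2 difference of the list was -1.08 in HFD and -0.62 in ob/ob, while the 4 genes of the opposite phase (Arntl, Clock, Npas2, Nfil3) differed by 0.85 and 0.48. Of the latter, Arntl differed by 1.69 in HFD and 1.16 in ob/ob and Npas2 by 1.33 and 0.81, but Clock only by 0.16 and 0.04 and Nfil3 by 0.23 and -0.06. Of the output genes, Nr1d1 and Bhlhe41 were higher in ob/ob than in LFD, by 0.97 and 0.79. The means kept these directions with centring and with quantile normalization, though with the latter 75% and not all of the 4 genes were higher in obese mice. The clock index differed by -1.60 between obese and LFD mice (exact p = 0.0357). Opposite movement of the means of both lists, though not of all their genes, is consistent with groups whose tissue was collected at different times of day, and a clock altered by obesity predicts the same, so these cannot be told apart. The relation of the acinar genes with the clock index was weak (Spearman rho = 0.429, permutation p = 0.299, and Pearson r = 0.51, permutation p = 0.204, 0.506 without the 2 farthest mice, adjusted p = 0.299 and 0.204 over 7 relations), but 8 mice do not exclude a part of it. With the acinar covariate, Dbp differed by -1.84 in place of -2.21 in HFD and Per2 by -1.43 in place of -1.80 in ob/ob.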

How the results depend on the processing

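The alternatives were set before the data were examined, and none was added later. For the values that answer a comparison, 190 of 235 under the alternatives other than leaving out a mouse kept their direction and their side of the threshold or moved little, 9 lost the threshold, 35 moved and 1 reversed. Leaving out a mouse gave 201 of 236 unchanged in this sense, 2 that lost and 1 that gained the threshold, 29 that moved and 3 that reversed. For single genes and lists, 284 of 327 were unchanged, 20 lost and 20 gained the threshold and 3 reversed, and on leaving out a mouse 355 of 378 were unchanged, 16 gained it, 6 moved and 1 reversed. The B and T lymphocyte scores also changed sign on leaving out a mouse, to 0.437 and -0.168, but are not counted as reversed there. For all values below, the cause was not tested unless given.

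The number of genes with an adjusted p-value under 0.05, 0 in all 4 comparisons, rose under 3 alternatives. With array weights it was 6656 for HFD against LFD and 4286 for obese against LFD. With only the groups compared it was 1 (Rnu3b1, a small nucleolar RNA, lower by a log2 difference of -5.70, chosen after its value was seen) for HFD against LFD and 38 for ob/ob against LFD. With the acinar covariate it was 1 for ob/ob against LFD and 1 for obese against LFD (Serpina7, 3.95 and 2.97), and 1 for ob/ob against HFD (Scg2, 2.10), the first named after its value was seen. Leaving out each mouse gave from 0 to 2812 genes for HFD against LFD, from 0 to 89 for ob/ob against LFD, from 0 to 3326 for obese against LFD and 0 for ob/ob against HFD. The highest values came without HFD replicate 1, and 2807 of its 2812 genes for HFD against LFD were also among the 6656 with array weights, which gave that mouse the lowest weight, 0.273. For the genes drawn in Figure 5B, 18 passed for ob/ob against LFD with only the groups compared, 30 for HFD against LFD with array weights and 1 for ob/ob against HFD with the acinar covariate, and from 0 to 27 for ob/ob against LFD and from 0 to 30 for HFD against LFD on leaving out a mouse.

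Counts at an unadjusted p under 0.05 were 2985 for HFD against LFD, 2831 for ob/ob against LFD, 588 for ob/ob against HFD and 3825 for obese against LFD. With array weights, those of HFD against LFD, ob/ob against HFD and obese against LFD were 7936, 980 and 6322. With the acinar covariate the 4 counts were 1667, 1561, 1182 and 1738. The count of ob/ob against HFD was 353 with only the groups compared and 389 with a mean rlog of at least 5. Leaving out a mouse gave from 1480 to 5445, from 1559 to 4075, from 465 to 987 and from 2037 to 5824. Of the 3825 genes for obese against LFD, 57.2% were higher in obese mice, and 46.4% of the 3932 genes with centring on the median. Other splits of the 8 mice into groups of these sizes were made with same-numbered mice in different groups, as in the real one. Between obese and LFD mice 1 of 72 splits gave as many genes, the real one (other splits 102 to 3755, median 345), and the 4 splits that keep the LFD mice together gave 3509 to 3825. Those 4 set the same obese mice against the same LFD mice, so 1 of 72 is no rate of chance. Between HFD and LFD 6 of 36 splits gave as many genes, of which 4 keep the LFD mice together, so 6 of 36 is no rate of chance either. The count of adjusted p-values, 0, is reached by all 72 and all 36 splits, so it tells nothing.

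The first component held 59.7% with all genes, 68.8% with 2000 genes and 79.05% with a mean rlog of at least 5, and from 71.5% to 78.5% on leaving out a mouse. The second held 9.33% with a mean rlog of at least 5 and from 7.51% to 16.3% on leaving out a mouse. Both were compared with the SD of the values that leave out a mouse. The LFD mice had the smallest mean distance with all genes, 2000 genes, centring, a mean rlog of at least 5 and on leaving out each mouse (exact p from 0.0179 to 0.0476). For the interleukins, 4 passed over all genes with array weights, and from 0 to 3 on leaving out a mouse. Over the list, 2 of the 2 left passed with a mean rlog of at least 5, 0 with the acinar covariate, and from 0 to 4 on leaving out a mouse. The B lymphocyte score reversed to 0.226 with a mean rlog of at least 5. With single-sample GSEA the T lymphocyte and T exhaustion scores reversed to -117 and -113. With GSVA, 24 of 24 subtypes were as drawn in Figure 5D, read by eye, for the same mice. This held with a mean rlog of at least 5, and 23 were as drawn with mean z-scores and with centring. On leaving out a mouse 18 to 20 of 21 were. With single-sample GSEA 14 of 24 were, because 1 class won in all mice. No count of immune lists was made on leaving out a mouse, since the smallest p is then 0.0571 or 0.0952.

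Lists past the threshold were 9 for HFD against LFD, 10 for ob/ob against LFD and 3 for ob/ob against HFD of 11. With camera they were 0, 0 and 0, and also 0 at an unadjusted p under 0.05. Its adjusted p-values for HFD against LFD were 0.394 for TNF-alpha and NFkB and EMT and 0.477 for oxidative phosphorylation, for ob/ob against LFD 0.469 for EMT and 0.51 for the other two, and for ob/ob against HFD 0.826 for EMT and oxidative phosphorylation. The acinar covariate left 5 for HFD against LFD and 6 for ob/ob against LFD, with a NES of 0.93 for oxidative phosphorylation (reversed) in HFD and of 1.37 for TNF-alpha and NFkB in ob/ob. With Reactome sets 259, 228 and 51 of 712 passed. On leaving out a mouse, 3 to 5 lists passed for ob/ob against HFD. In this comparison the NES went from -2.40 to 1.16 for TNF-alpha and NFkB, from -1.17 to 2.63 for EMT, from -3.16 to -0.55 for oxidative phosphorylation and from -1.42 to 2.59 for proliferation. For HFD against LFD oxidative phosphorylation went from -2.77 to -1.31.

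With the replicate number as a block, 0 genes passed, and 3255, 3243 and 4157 had an unadjusted p-value under 0.05 for HFD against LFD, ob/ob against LFD and obese against LFD. Same-numbered mice are different animals, and their deviations correlated with r = -0.076 for HFD and LFD and 0.0155 for ob/ob and LFD. The depth of each mouse is unknown, so its part in any of these results was not examined.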

Differences from the paper's values

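The paper reports the top 30 genes with an adjusted p-value under 0.05 for each comparison in Figure 5B. It identified its genes with DESeq2, whereas here limma was run on the rlog values. No test for counts was run, so the part of this difference in the gap is unknown. With limma, 0 of the 30 drawn genes had an adjusted p-value under 0.05 for HFD against LFD, for ob/ob against LFD and for ob/ob against HFD (30 had an unadjusted p-value under 0.05 in each). For HFD against LFD, the count was 30 with array weights and 30 without HFD replicate 1, and the other alternatives set before the data were examined did not close the gap. For ob/ob against LFD, it was 27 without HFD replicate 1 and 18 with only the groups compared, which narrowed the gap but did not close it. For ob/ob against HFD, it was 1 with the acinar covariate, for Scg2, and no alternative closed the gap.

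The second principal component held 13.9% of the variance, and about 7% in Figure 5A, read by eye. Without HFD replicate 3 it was 7.51%, which closed the gap to a value read by eye. With a mean rlog of at least 5 it was 9.33% and without ob/ob replicate 2 it was 9.66%, which narrowed the gap. The other alternatives gave 12.7% or more.

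The paper states an increase of interleukin genes in obese mice. Here 0 of 4 had an adjusted p-value under 0.05 over all genes and 4 of 4 over the list (4 unadjusted), which is the paper's own choice from the same mice, and 4 had one over all genes with array weights and 3 without HFD replicate 1. Figure 5C draws the neutrophil score of ob/ob mice lower than that of LFD mice, and here it was higher by 0.826, with another gene list. The paper states an increase of angiogenesis, and here the angiogenesis list had a NES of 1.34 (adjusted p = 0.111) in HFD and 1.24 (adjusted p = 0.183) in ob/ob. Without LFD replicate 1 or without HFD replicate 1, the NES in HFD was 1.56 or 1.54 and passed the threshold. The paper reports a significant increase of the NFkB, TNF-alpha and EMT pathways. These passed with fgsea here, and with camera their adjusted p-values were between 0.394 and 0.51.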

Other observations

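Except for those on the first component, on the number of genes with an adjusted p-value under 0.05, on the clock and on the islet share, the tests in this part were chosen after the result was seen.

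The first component, which spreads the HFD and ob/ob mice, followed the acinar genes with a Spearman rho of -0.905 (permutation p = 0.00456, adjusted p = 0.00798), and with r = -0.974 after the acinar genes were left out of the components. This suggests that much of the heterogeneity of the obese mice in the PCA is a difference in how much acinar tissue each sample holds. With the acinar covariate, the number of genes with an unadjusted p under 0.05 between obese and LFD mice was 1738 in place of 3825, and 1 gene in place of 0 had an adjusted p-value under 0.05. Among 100 covariates made by shuffling the acinar values between mice, 11 gave a count as low (median 3265.5, from 140 to 5808), so the drop cannot be told apart from that of a random covariate. Of the variance of the acinar values, 36.4% lies between the groups. A loss of acinar tissue may also be the result of tumor growth, which the paper reports in obese mice, and the data do not separate this from sampling.

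Other splits of the mice were compared with the real one for each count. For obese against LFD, 72 of 72 splits had as many genes with an adjusted p-value under 0.05 and 36 of 36 for HFD against LFD, as the real count is 0, with 3825 and 2985 genes at an unadjusted p under 0.05. At an unadjusted p under 0.05, 1 of 72 splits had as many for obese against LFD. The 4 splits that keep the LFD mice together gave 3509 to 3825 genes, and the other 68 at most 3165. As these 4 set the same obese mice against the same LFD mice, 1 of 72 is not a rate given by chance. For HFD against LFD, 6 of 36 splits had as many. Of these 6, 4 keep the LFD mice together against obese mice, the real split included, and the other two exchange only LFD replicate 1 for HFD replicate 1 in the LFD group, so 6 of 36 is not a rate given by chance. For the pathway lists between HFD and LFD, 22 of 36 splits had at least the 9 lists past the threshold. A NES as large in size was found in 11 of 36 splits for TNF-alpha and NFkB, in 14 of 36 for EMT and in 27 of 36 for oxidative phosphorylation. The adjusted p-values of fgsea therefore do not separate HFD and LFD from other groupings of the same mice, and the lists may pass because their genes vary together between any mice.

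LFD replicate 2 had higher values of the lymphocyte genes Ccr7, Cxcr5, Ltb and Ccl21a than the other LFD mice, by 1.33 to 2.20 on the log2 scale, and its B lymphocyte genes had a mean rlog value of 6.04, where the highest of the other mice was 4.60. The 4 genes of lymph node organization rose together, so lymphoid tissue in the sample is a candidate explanation for the spread of lymphocyte scores in LFD. No biological explanation was tested, as the design gives none within the group.

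Lep was higher in all 5 obese mice than in all LFD mice, with a difference of 1.24 (exact p = 0.0357, two-sided). A larger share of adipose tissue in these samples would raise the other adipocyte genes, if their expression per adipocyte were unchanged. Here 8 of 17 of them (47.1%) were higher in obese mice, with a median difference of -0.16. Obesity may also alter these genes within adipocytes, so the count does not exclude a larger share. The mouse with the highest Lep value, 8.12, was ob/ob replicate 1, which also had the highest GSVA score of the adipocyte list, 0.620. For this mouse in particular, a part of adipose tissue in its Lep value stays open. Obesity is a condition of the design, and a higher Lep expression per adipocyte may explain the rise. The HFD mice do not carry the ob/ob mutation, and their Lep values were between 7.26 and 7.31, above the highest LFD value of 6.28. This argues against the mutation as the source of the rise in HFD mice, and leaves it open for ob/ob mice. The authors' filter and shared reads were not tested, so the explanations cannot be told apart from these.

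The paper measured several proteins in tissue sections or plasma, and their transcripts in these mT samples were as follows, as log2 differences between obese and LFD mice with limma. Mki67 (Ki67) differed by 1.97 (standard error 0.47, adjusted p = 0.107), Itgam (CD11b) by 1.44 (standard error 0.31, adjusted p = 0.0926) and Cd8a by 0.44 (standard error 0.55, adjusted p = 0.632). Of plasma cytokines, Tnf differed by 1.07 (adjusted p = 0.155), Csf3 (G-CSF) by 0.84 (adjusted p = 0.418) and Cxcl1 (KC) by 0.51 (adjusted p = 0.487). Of plasma proteins, Igfbp3 differed by 1.40 (adjusted p = 0.081), Cp by 0.70 (adjusted p = 0.115), Apoa2 by 0.62 (adjusted p = 0.154), Rbp4 by -0.14 (adjusted p = 0.8) and Rdx by -0.18 (adjusted p = 0.444). The paper lists Cp and Rdx for the plasma of mP and not of mT mice. Of other genes that the paper discusses with the plasma proteins, Lif differed by 0.59 (adjusted p = 0.522) and Pparg by 0.28 (adjusted p = 0.628). All 5 obese mice were above all LFD mice for Mki67, Itgam, Tnf, Igfbp3, Cp and Apoa2, which chance gives in 1 of 56 arrangements of the mice for a gene. Apoa2 lies far below the median rlog value of all genes, 7.18, with means of 1.24 in LFD, 1.82 in HFD and 1.89 in ob/ob. A few reads could give its separation, so it carries little weight.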
